# TLR9 activation in large wound induces tissue repair and hair follicle regeneration via γδT cells

**DOI:** 10.1038/s41419-024-06994-y

**Published:** 2024-08-17

**Authors:** Xinhui Li, Tiantian An, Yang Yang, Zhaoyu Xu, Shuaidong Chen, Zumu Yi, Chen Deng, Feng Zhou, Yi Man, Chen Hu

**Keywords:** Regeneration, Inflammation, Mucosal immunology

## Abstract

The mechanisms underlying tissue repair in response to damage have been one of main subjects of investigation. Here we leverage the wound-induced hair neogenesis (WIHN) models in adult mice to explore the correlation between degree of damage and the healing process and outcome. The multimodal analysis, in combination with single-cell RNA sequencing help to explore the difference in wounds of gentle and heavy damage degrees, identifying the potential role of toll-like receptor 9 (TLR9) in sensing the injury and regulating the immune reaction by promoting the migration of γδT cells. The TLR9 deficient mice or wounds injected with TLR9 antagonist have greatly impaired healing and lower WIHN levels. Inhibiting the migration of γδT cells or knockout of γδT cells also suppress the wound healing and regeneration, which can’t be rescued by TLR9agonist. Finally, the amphiregulin (AREG) is shown as one of most important effectors secreted by γδT cells and keratinocytes both in silicon or in the laboratory, whose expression influences WIHN levels and the expression of stem cell markers. In total, our findings reveal a previously unrecognized role for TLR9 in sensing skin injury and influencing the tissue repair and regeneration by modulation of the migration of γδT cells, and identify the TLR9-γδT cells-areg axis as new potential targets for enhancing tissue regeneration.

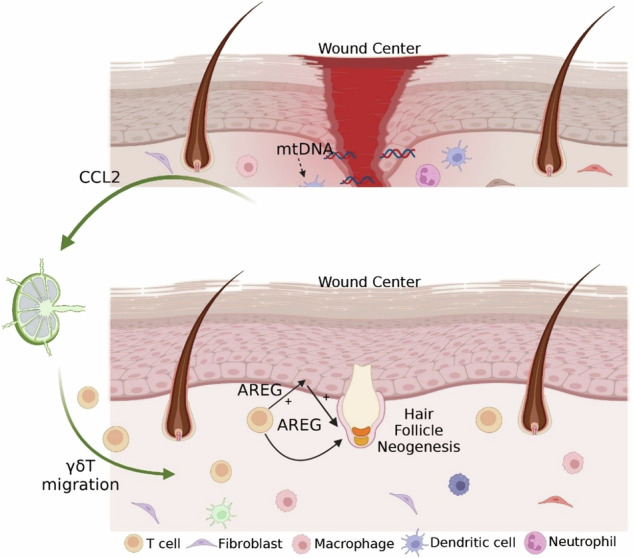

## Introduction

Scar-free healing and functional regeneration after tissue injury have long been desired goals. However, the fundamental logics that regulate the initiation and process of tissue repair and regeneration remains unclear. Damage associated molecular patterns (DAMPs) serve as central players of signaling molecules that indicate tissue injury, and involve in the initiating of inflammation and regenerative processes [1].

The intricate signaling transduction pathway between damage-associated molecular patterns (DAMPs) and Toll-Like receptor 2 (TLR2) has shown to stimulate the proliferation and differentiation of renal tubular progenitor cells, thereby facilitating the regeneration and repair of renal tubules [2]. However, advancing research on various types of DAMPs and pattern recognition receptors (PPRs) has revealed that their involvement in tissue repair or regeneration is not invariably advantageous. Excessive responses triggered by DAMPs have been implicated in exacerbating left ventricular remodeling post-myocardial infarction, leading to inflammatory infiltration extending beyond the infarcted myocardium, activation of pro-apoptotic pathways, further loss of myocardial cells, escalated matrix degradation, compromised collagen deposition, and the promotion of scar formation [3].

Skin and its appendages have served as pivotal model systems in regenerative medicine due to their remarkable regenerative capacity, often yielding novel insights and principles. While conventional wisdom suggests that skin wounds primarily heal through regeneration during embryonic or neonatal stages, a remarkable ability for hair follicle (HF) regeneration in adult mice and rabbits has been observed in substantial full-thickness wound centers within the context of wound-induced hair follicle neogenesis (WIHN) models [4, 5]. Notably, WIHN exclusively manifests in sufficiently large wounds, with small wounds failing to elicit regenerative responses. This phenomenon prompts contemplation on the interplay between pathogen-associated molecular patterns (PAMPs), inflammatory cascades, and regenerative outcomes. It raises the question of whether the generation of hair follicles in WIHN wounds stems from more extensive skin damage, resulting in heightened release of DAMPs and activation of PPRs. The precise mechanisms underlying how these factors modulate immune and reparative responses, impact stem cell fate, and influence hair follicle neogenesis remain incompletely elucidated.

While some literature suggests that excessive or prolonged inflammatory reactions may culminate in fibrosis [6–8], others propose that a robust regenerative response can be sparked by heightened inflammatory signals [9, 10]. Hence, it beckons exploration into how the interplay of DAMPs and PPRs with inflammatory responses alters under conditions of exacerbated tissue damage and the subsequent impact of this heightened inflammatory milieu on stem cells and other cells mobilization.

Our prior investigations have demonstrated that the introduction of aligned extracellular matrix (ECM) scaffold yields enhanced regeneration of hair follicles, concomitant with an immunomodulatory effect [11, 12]. Additionally, our another study has delved into the essential role played by adaptive immune cells in the process of wound healing and regeneration [12]. However, further research is warranted to unravel how diverse immune cells respond to signals emanating from tissue damage, initiating and coordinating tissue repair and particularly regeneration-related responses. To mitigate the potential confounding factors arising from variations in wound sizes when comparing large and small wounds, we crafted several wound models with equated surface areas but differing degrees of tissue damage.

We firstly revealed the association between the extent of tissue damage with the number of regenerated hair follicles and the expression levels of Toll-like Receptor 9 (TLR9). The role of TLR9 in mediating the correlation between degrees of injury and WIHN levels was investigated by comparing mice with enhanced or repressed activation levels of TLR9 or knockout of TLR9. Then the single cell RNA sequencing, were conducted and revealed the comprehensive immune reaction changes under the enhanced activation of TLR9. Of note, the number of γδT cells greated elevated with higher expression of pertinent chemokines in TLR9 activated wounds. Inhibiting the migration or knockout of TCRδ eliminated the function of TLR9. Finally, we also figured out the effector Areg, secreted by γδT and keratinocytes, played a role in promoting the expression of stem cell markers and regeneration markers including Twist1, Wnt7b, Ctnnb1 and so on. Collectively, our study delineates a comprehensive process and offers fresh perspectives on how varying levels of damage-associated molecular patterns modulate the immune response through their interaction with PPRs, ultimately shaping the behavior of stem cells pertinent to regeneration.

## Results

### Hair follicle neogenesis was positively correlated with extent of tissue damage, and this process was dependent on TLR9

We refer to the classic WIHN model, which involves creating a large wound on the back of mice and allowing it to heal naturally without splinting. In order to trigger and explore signals associated with tissue damage as strongly as possible, we enlarged the diameter of the wound to 1.8 cm. To eliminate the asynchrony of wound healing caused by different healing speed under different situations, we used the second day after re-epithelialization (SD2) as a detection window phase for hair follicle regeneration, as hair follicles begin to form at around SD 0-7 days reported in relevant literatures (Fig. 1A) [13, 14]. To investigate the impact of wound severity on regeneration outcomes, we made the enhanced injury on large wound (WT_eLW) model in study of Nelson et al. [15] by adding 6–8 short radial incisions around the circular wound, which increased the degree of wound damage without changing the wound area. Since many studies suggest that many factors including biomechanical forces/tension and tissue electric current etc. may also affect the degree of regeneration [16], we designed three different types of enhanced large wound models to reduce the interference of these confounding factors (Fig. S1A). By comparing various wound types, we found multiple types of wounds could enhance hair follicle regeneration compared with standard large wounds (WT_LW) at 28 days post wounded (PWD28) (Fig. S1B).

**Fig. 1:**
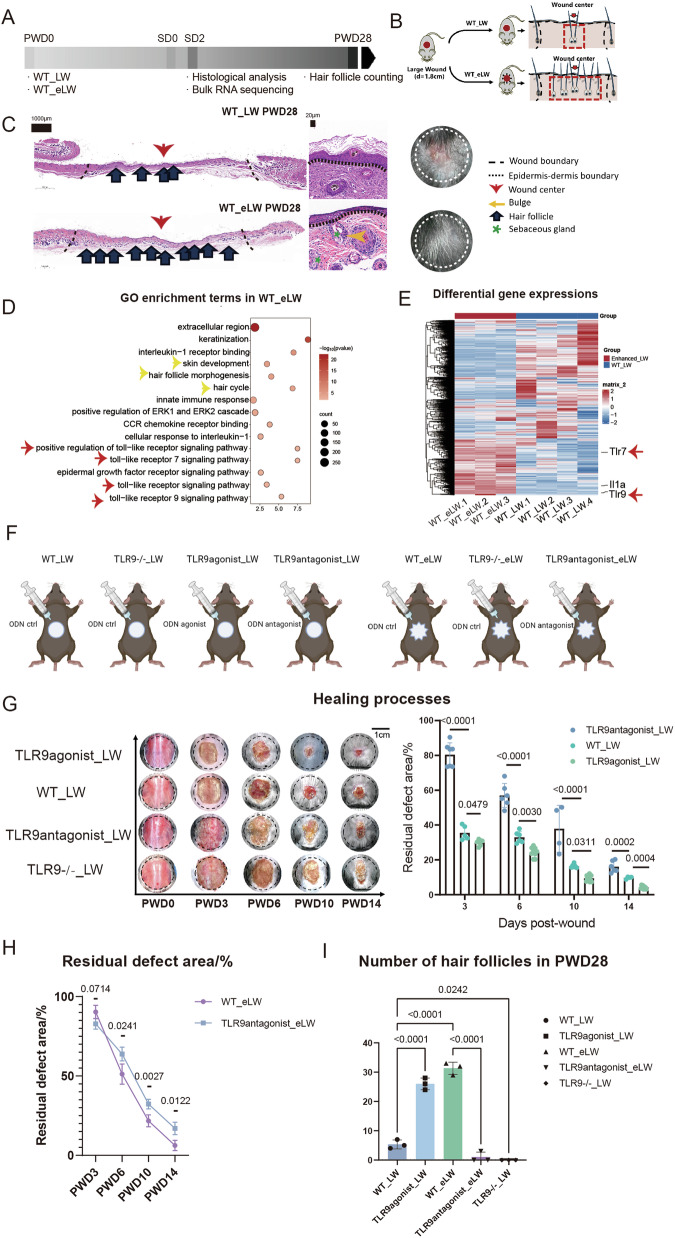
The differential regeneration results in WT_eLW and the effects of TLR9 in this process. **A** Workflow for evaluating large-scale wound healing. **B** Surgical processes for skin wound models. **C** Representative H&E images and appearances of WT_LW and WT_eLW at PWD28. **D** GO enrichement terms up-regulated in WT_eLW compared with WT_LW. Yellow arrows are terms related with skin and hair follicle development. Red arrows are terms related with toll-like receptor signaling pathway. **E** The differential expressed genes between WT_LW and WT_eLW. **F** The different types of skin wounds and reagents dropwise added in wounds. **G** The healing speed and residual wound area (%) in groups of standard wounds. Wound were treated with TLR9agonist (ODN2395, Invivogene, 4 μg per time per mouse) at PWD 0,3,6 (TLR9agonist_LW); Ctrl ODN (ODN2395 control, Invivogene, 4 μg per time per mouse) (WT_LW); TLR9antagonist (TLR9antagonist_LW) (ODN2088, Invivogene, 4 μg per time per mouse); or wound in TLR9 −/− mice treated with Ctrl ODN (ODN2088 control, Invivogene, 4 μg per time per mouse) (TLR9 −/−_LW) respectively. *n* = 4–8 for each group. **H** The residual defects area (%) in enhanced wounds. Wounds were treated with Ctrl ODN (ODN2088 control, Invivogene, 4 μg per time per mouse) (WT_eLW); or TLR9antagonist (TLR9antagonist_eLW) (ODN2088, Invivogene, 4 μg per time per mouse) at PWD0,3,6 respectively. *n* = 4–8 for each group. **I** The number of regenerated hair follicles in PWD28. *n* = 3 for each group. All error bars ±SD.

To further explore the relationship between injury severity and hair follicles, and to dissect the biological effects of enhanced injury on the skin, we collected the tissues at wound center of WT_eLW and WT_LW at SD2 and conducted bulk-RNA sequencing (bulk-RNA seq) (Figs. 1A and S1C).The gene ontology (GO) enrichment analysis showed that multiple TLRs family pathways were upregulated in WT_eLW compared with WT_LW, especially TLR7 and TLR9, as observed by qRT-PCR (Figs. 1D, E and S1D–G).

Toll-like receptor (TLR) family, as one of the important pattern recognition receptor families in the in–nate immune system, has long been believed to play a role in sensing infections and tissue damage. Members of the TLR family such as TLR3, 7, and 9 can be activated by signals related to tissue damage [17]. Therefore, based on the significant upregulation of the Toll-like receptor family in RNA-seq data, we speculate that greater tissue damage promotes the activation of the Toll-like receptor family. Additionally, GO enrichment analysis suggests that the TLR7 and TLR9 signaling pathways are the most significantly upregulated TLR signaling pathways. Overall, there have been numerous studies investigating the role of TLR7 in skin wounds, inflammation, and development because of its significant role in various skin inflammations, allergies, autoimmune diseases and so on [18, 19]. However, research on the role of TLR9 in skin, especially in wound repair and regeneration, is rare. Some studies have found that TLR9 is upregulated after tissue damage and promotes wound repair [20]; however, other studies suggest that TLR9 may promote the transformation of fibroblasts into myofibroblasts, leading to fibrosis [21, 22]. Therefore, overall, there is less research on TLR9, and conclusions about its characteristics are not yet clear. How the activation of TLR9 affects the wound healing process, especially in the late stage, and whether it can influence the immune microenvironment to control the reactivation of embryonic-like programs related to hair follicle development, remains unknown.

To explore the effects of TLR9 on wound healing and HF regeneration, we dropwise added the TLR9 agonist ODN 2395 (4 μg per injection, InvivoGen, America) or the TLR9 antagonist ODN 2088 (4 μg per injection, InvivoGen, America) and TLR9^−/−^ mice (C57BL/6Smoc-Tlr9em1Smoc) (Cat. NO. NM-KO-190168, Shanghai Southern Model Biological Co., LTD) to compare the healing speed and regeneration results. The workflow for evaluating large wound healing is summarized in Fig. 1F. The TLR9 agonist significantly accelerated the healing speed, while inhibiting or knock out of TLR9 dampened wound healing greatly both in WT_LW or WT_eLW (Fig. 1G, H). In addition, the number of hair follicles in PWD28 was increased by 3.6 times in TLR9 activated standard wounds (TLR9agonist_LW) and 3.9 times in wounds with enhanced damage (WT_eLW) (Fig. 1I). The injection of TLR9 antagonist eliminated the enhanced hair follicle regeneration in WT_eLW (Fig. 1I), indicating the positive correlation between hair follicle regeneration with extent of tissue damage was dependent on TLR9. Therefore, we inferred that TLR9 might play an essential role in wound healing and HF regeneration in large wounds as a wound-related sentinel.

### The activation of TLR9 was from the enhanced release of mtDNA in wounds with larger extent of damage

After we proved the effects of TLR9 activation in wound healing, we want to figure out the sources of enhanced expression of TLR9 in WT-eLW. TLR9, as one of the main nucleic acid-sensing toll-like receptors, discovered to recognize unmethylated CpG DNA, typical of bacterial DNA and mtDNA [23]. MtDNA, being structurally analogous to bacterial DNA, is characterized by the presence of numerous unmethylated DNA regions referred to as CpG islands. Mitochondrial DNA is generally known as an immune stimulatory molecule and is released from necrotic cells after traumatic injury or surgery to activate TLR9, stimulator of interferon genes (STING) and so forth [24]. Therefore, we guessed that larger injuries might cause stronger release of mtDNA, which affected the activation of TLR9. To test this speculation, we firstly detected the copy numbers of mtDNA in plasma of WT_LW and WT_eLW mice and found higher copy numbers of Cytochrome B (CytB) in mtDNA in larger extent of wounds (Fig. 2B), accompanied by a higher Tlr9 mRNA in PWD14 (Fig. 2B).

**Fig. 2:**
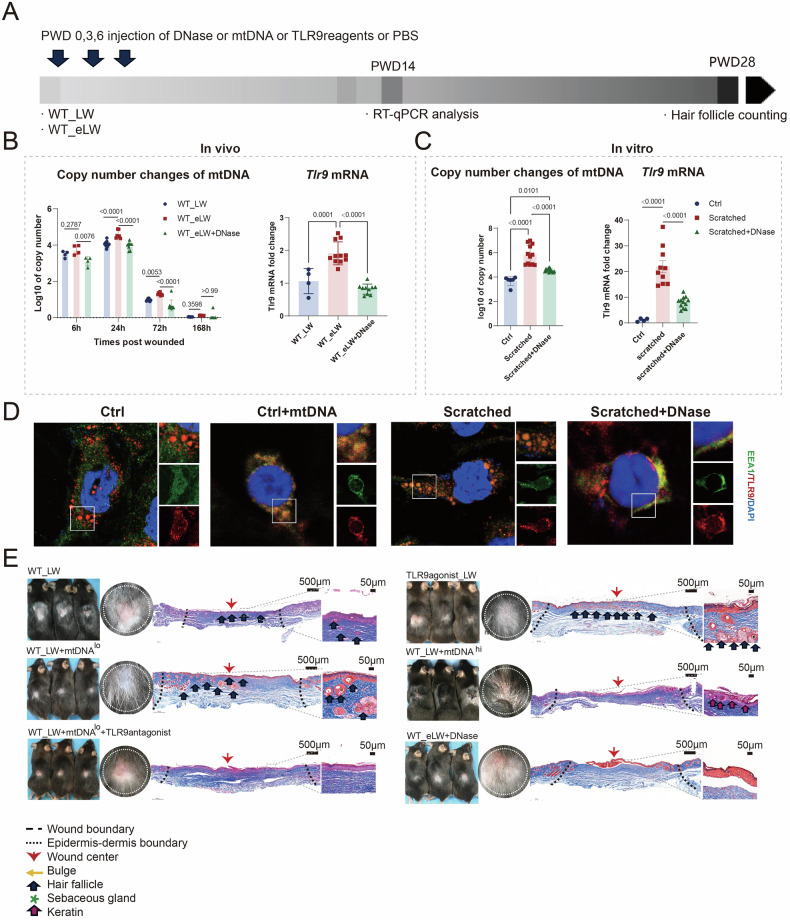
The injury activated TLR9 by promoting release of mtDNA. **A** Workflow for evaluating the release of mtDNA and activation of TLR9 in vivo. **B** The in vivo changes of copy numbers of mtDNA in plasma of mice and qRT-PCR mRNA expression changes of Tlr9 in standard (WT_LW) or enhanced_injury wounds (WT_eLW) and enhanced_injury wounds rejected with DNase I (15 units) (WT_eLW+DNase) at PWD 0, 3, 6. The qRT-PCR of Tlr9 was conducted in tissues collected at PWD14 of the wound center. **C** The in vitro detect of copy numbers of mtDNA and qRT-PCR mRNA fold changes at 24 h after being scratched. Supernate from control M0-THP1 (treated with 100 ng/ml PMA for 24 h) and M0-THP1 with 8 scratches per well in six-well plates (scratched) and scratched cells incubated with 1 μg/ml DNase I (scratched + DNase) were collected to detect the copy numbers of mtDNA. **D** The immunofluorescent staining of TLR9 (red), EEA1 (green) and DAPI (blue) in control M0-THP1 (treated with 100 ng/ml PMA for 24 h), control + mtDNA M0-THP1 (treated with 100 ng/ml PMA for 24 h and then added with 100 ng/ml mtDNA for 24 h), M0-THP1 with 8 scratches per well in six-well plates (scratched) and scratched cells incubated with 1 μg/ml DNase I (scratched + DNase). **E** The Masson staining sections and appearance of wounds for every group. The photos and sections were collected at PWD28. *n* = 3 for each group. All error bars ±SD.

To more intuitively study the association between cellular damage, mtDNA, and TLR9, we simulated tissue damage through scratch experiments using adherent THP-1 cells induced by phorbol ester (PMA). We found that the copy numbers of cytochrome b (CytB) and the mRNA levels of Tlr9 increased after 24 h of cell scratch (Fig. 2C). TLR9 is usually located in the endoplasmic reticulum of the cytoplasm and then transferred to endosomes after sensing of dsDNA [25]. Therefore, we performed immunofluorescent (IF) staining on TLR9 and the marker of endosomes, EEA1, and found that TLR9 was co-localized with EEA1 after scratch-induced cellular damage. In addition, the process was dependent on mtDNA (Fig. 2D).

To prove mtDNA affected hair follicle regeneration through TLR9, different levels of mtDNA extracted from mouse liver was injected into mice through the vein, and at the same time the DNase I was injected into wounds at PWD0,3,6 to ablate mtDNA in another group of mice. Different doses of mtDNA (20 μg (mtDNA^lo^_LW) and 80 μg (mtDNA^hi^_LW) were chosen in this test. We found that the numbers of hair follicles decreased after clearance of mtDNA, while injecting mtDNA into vessels increased hair follicles, which was inhibited by TLR9 antagonist (Fig. 2E).

### The immune changes caused by TLR9 activation on large wound healing and HF regeneration was investigated by single-cell RNA sequencing

The activation of TLR9 has been reported to induce the inflammation and polarization of T helper 1cell (Th1), Th17/Th23, promotion of release of type I interferon (IFN), Interleukin-6 (IL-6), IL-1β so forth [20, 26]. In order to investigate the specific characteristics influenced by the activation of TLR9 in wounds, we employed the single-cell RNA sequencing (scRNA-seq) to visually compare immune cells and inflammatory factors and cytokines under the influence of TLR9.Tissue samples were collected from the center of the wound (φ = 5 mm) on the second day after scab detachment (SD2), comprising two groups: WT_LW and TLR9agonis_LW, each consisting of six mice. These samples were subsequently subjected to analysis using the 10x scRNA-seq platform (Fig. 3A). 

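Each group gave 1 library of cells pooled from several mice, WT_LW and TLR9agonist_LW, so the comparison of the 2 libraries has no replicates. Every interval given for it covers counting error only, and a difference between the pooled mice or the preparations cannot be separated from the treatment. The wounds, 1.8 cm across on the dorsal skin of male mice, received 4 μg of the CpG oligodeoxynucleotide agonist, or the control, on days 0, 3 and 6. Punches 5 mm across were taken at the wound centre 2 days after scab detachment. The results text gives 6 mice per group and the methods give 5 samples per group. The control is PBS in the methods and in the sample labels, and a control oligonucleotide in the legend of Fig. 1G. The labels describe the treatment as spraying, and the paper describes it as dropwise addition or injection. The authors separated epidermis and dermis with enzymes, dissociated and recombined the cells, and counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger. They deposited the raw UMI counts of the cells called by that program, without normalization. The deposited cells of WT_LW held 99374045 UMIs, with a median of 4869.5 per cell, and those of TLR9agonist_LW held 132339022 UMIs, with a median of 6028 per cell.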

Following cell filtering, unsupervised clustering utilizing Seurat software assigned cells into distinct clusters based on their global gene expression patterns. This was followed by the categorization of these clusters into primary cell classes at the first level. 

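Cells with at least 500 UMIs, at least 300 genes and at most 15% of their UMIs on mitochondrial genes were kept. This filter left out 1357 cells of WT_LW (10.6%) and 545 cells of TLR9agonist_LW (3.96%), and the paper's text gives no thresholds for its own filter. Doublet scores were computed against simulated doublets in each library, and the cells with the highest scores were removed, 1048 cells of WT_LW (9.16%) and 1395 cells of TLR9agonist_LW (10.6%). The cells used numbered 10395 in WT_LW, with a median of 5124 UMIs, and 11811 in TLR9agonist_LW, with a median of 5754 UMIs. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, from which the genes reported as results were left out, gave 30 principal components. The Harmony algorithm corrected these components for the library, and Leiden clustering at resolution 1 followed. T cells, fibroblasts, macrophages with dendritic cells, and keratinocytes were then clustered again in the same way. A cluster was named after a cell type when at least 3 fixed markers of the type were detected in at least 10% of its cells, each at a log2 fold of at least 0.5 over the other cells. A cluster whose leading genes belonged to another cell type was set aside. This rule was revised after the contents of the clusters had been seen, and a difference from a share in the study may come from these rebuilt names. Gene levels are CPM, the UMIs of a gene over all UMIs of a cell class in a library, with exact Poisson 95% intervals, and shares of cells carry exact Clopper-Pearson 95% intervals. The median log2 ratio of TLR9agonist_LW to WT_LW over the genes with at least 200 UMIs was −0.40 in all cells, −0.18 in γδT-like cells, −0.45 in keratinocytes, −0.27 in fibroblasts and −0.26 in macrophages and dendritic cells. Log2 ratios of genes are therefore also given relative to this median gene.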

Ten cell types were defined: T cells (TC), fibroblasts (Fib), myeloid cells (Myl), keratinocytes (Ker), pericyte cells (Perc), neural crest-derived cells (Neur), endothelial cells (Endo), other cells (Others), neutrophils (Neu), lymphatic endothelial cell (Lyen) (Fig. 3B). The composition of each main cluster was listed so that the proportion of cells from two groups could be identified across all cell clusters. 

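Fibroblasts made up 8.20% of the cells of WT_LW (852 cells, 95% interval 7.68 to 8.74) and 18.9% of the cells of TLR9agonist_LW (2238 cells, 18.2 to 19.7), a log2 ratio of 1.21. Keratinocytes rose from 4.86% (505 cells) to 9.97% (1177 cells), a log2 ratio of 1.04. That ratio was 0.35 with Leiden resolution 2, the largest move of a class share among the alternatives tried. Another 602 cells of WT_LW and 746 cells of TLR9agonist_LW were set aside from the keratinocyte clusters, because genes of fibroblasts, immune cells or endothelial cells led their sub-clusters. With all set-aside cells kept in their classes, the log2 ratio of the keratinocyte share was 0.61. Macrophages and dendritic cells fell from 17.2% (1791 cells, 16.5 to 18.0) to 11.6% (1367 cells, 11.0 to 12.2). Schwann cells fell from 8.68% to 3.87%, pericytes from 7.13% to 4.18% and endothelial cells from 6.08% to 3.16%. All cells set aside came to 11.8% of WT_LW and 11.4% of TLR9agonist_LW.

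**Figure D1:**
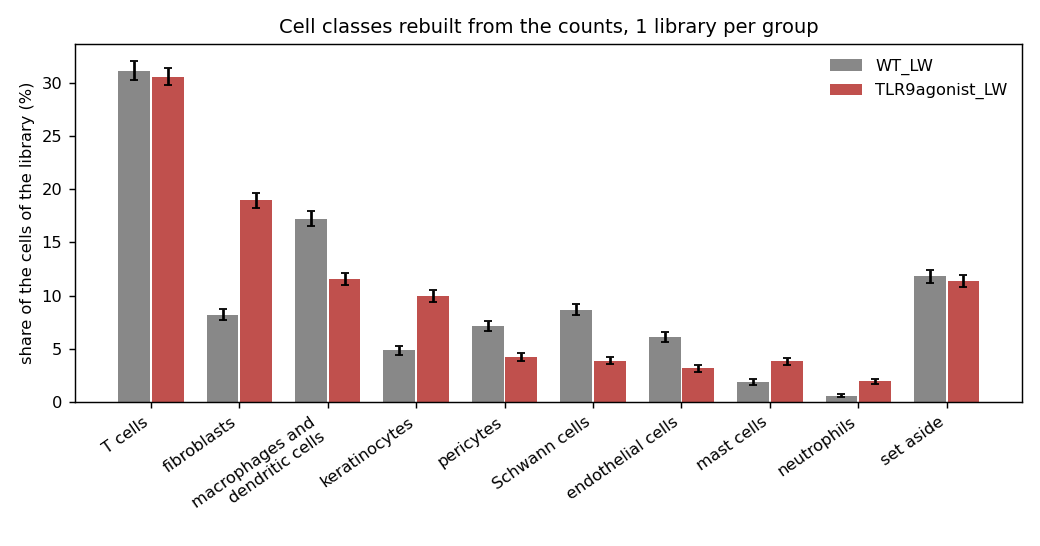
Share of the cells of each library (%) by cell class rebuilt from the counts, with 1 library per group; error bars are exact Clopper-Pearson 95% intervals, which cover counting error only. Fibroblasts and keratinocytes take a larger share of TLR9agonist_LW, and macrophages and dendritic cells, Schwann cells, pericytes and endothelial cells a smaller share.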

Marker genes for each main cluster were shown in the heatmap and listed in Fig. 3C. 

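The genes that led the clusters rebuilt from the counts, and so define them, were Cd40lg, Tnfsf11, Cd8b1 and Foxp3 in T cells, Prss35, Grem1 and Clec3b in fibroblasts, and Mmp12, Lyz2, C1qc and Cd209a in macrophages and dendritic cells. Keratinocyte clusters were led by Lypd3, Krtdap, Sprr2d, Krt6b and Col17a1, pericytes by Rgs5 and Myh11, and endothelial cells by Sele, Selp and Emcn. Cma1 and Tpsb2 led a cluster of mast cells, which were 192 cells of WT_LW and 449 cells of TLR9agonist_LW. Mmrn1 and Prox1 led lymphatic endothelial cells, with 95 and 17 cells, and a further 160 and 56 cells were NK-like.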

Subsequently, we performed enrichment analysis of overall gene expression in both groups. 

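Among the genes tied to hair follicle stem cells, Krt17 (ENSMUSG00000035557) lies on chromosome 11 of GRCm38 from 100256217 to 100261029. Positions here come from the GENCODE annotation of GRCm38, joined by Ensembl identifier, and the paper's text does not name the build its reads were aligned to. Over all cells, Krt17 rose from 182 to 662 CPM, a log2 ratio of 1.86, or 2.26 relative to the median gene. With equal weight per cell its log2 ratio was 1.33, the largest move of these genes among the alternatives tried. Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) rose from 26.6 to 50.8 CPM, a log2 ratio of 0.93 (95% interval 0.86 to 1.01). Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) rose from 5.03 to 27.7 CPM, a log2 ratio of 2.46 (2.31 to 2.62). Msx2 (ENSMUSG00000021469, chromosome 13, 53466884 to 53473074) had 79 UMIs in WT_LW and 167 in TLR9agonist_LW, a log2 ratio of 0.67 (0.27 to 1.07). Keratinocytes contributed 10.3% of all UMIs of WT_LW and 26.4% of those of TLR9agonist_LW. Within keratinocytes the log2 ratio of Krt17 was 0.55, and Sox9 went from 143 to 123 CPM. Krt17, Sox9 and Lgr5 are also among the markers that name keratinocyte sub-clusters. Fibroblasts held 77.2% of the Lgr5 UMIs of WT_LW and 90.8% of those of TLR9agonist_LW. The list of these 4 genes had a median log2 ratio of 1.40 over all cells, at percentile 100 of 10000 random lists matched on mean expression. The paper names the 4 genes as up-regulated in these same libraries, so this percentile is no separate evidence. A list of hair follicle development genes, with 23 genes counted, had a median of 0.06 over all cells, at percentile 99.9. The random lists were not matched on cell class, so this percentile cannot separate a change within cells from the larger share of keratinocytes. Within keratinocytes the list stood at percentile 50.2.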

GO functional enrichment revealed significant up-regulation of many entries related to hair follicle development、epithelial tube morphogenesis, gland and appendage morphogenesis in the TLR9agonist_LW group, as well as hair follicle stem cell-related genes such as Krt17 [27], Sox9 [28], Msx2 [29], Lgr5 [30] (Fig. S3B, C). In contrast, the WT_LW group mainly upregulated genes associated with myeloid cell differentiation, phagocytosis, WNT and TGFβ (Fig. S3C).

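A list of 28 phagocytosis genes had a median log2 ratio of −0.90 over all cells, below each of the 10000 random lists, while the share of macrophages and dendritic cells also fell. The 35 genes of a Wnt pathway list had a median of −0.29 (interval −0.42 to −0.25), at percentile 93.6 of the random lists. Relative to the median gene this value was 0.10, so its direction depended on the scaling. For 29 genes of a TGF-beta response list the median was −0.11, at percentile 97.3, or 0.29 relative to the median gene.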

**Fig. 3:**
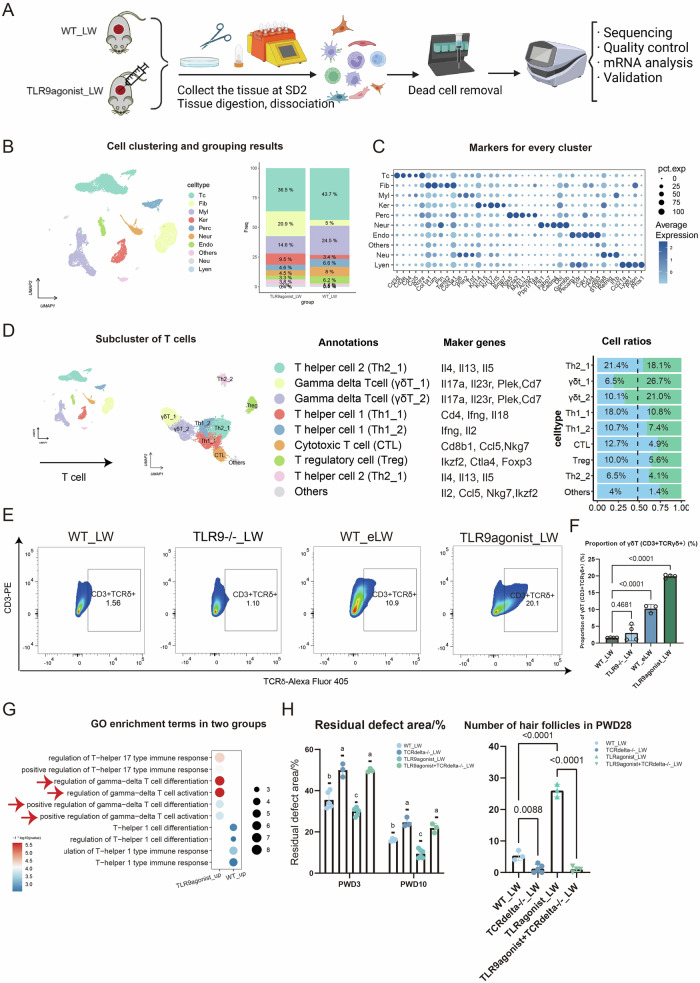
The single-cell atlas of the TLR9 activated microenvironment. **A** Schematic for generating scRNA-seq data from large area excisional wounds on SD2. **B** Clustering of all cells, showing ten subsets from the two samples. **C** The marker genes for each subset are listed. **D** The subcluster of T cells, annotations, marker genes and cell ratios of each subset. **E** The flow cytometry results of γδT cells in different groups. **F** The statistics of ratios of γδT cells in all live cells for different groups. **G** The GO enrichment terms in T cells of TLR9agonist_LW and WT_LW. **H** The healing process of WT_LW, TCRδ−/−_LW and TLR9agonist activated WT and TCRδ−/− LW. *n* = 3–5 for each group. All error bars mean ± SD.

To better analyze the mechanisms underlying the effects of TLR9 activation on wound healing and HF regeneration, we first annotated the two most important stromal cell populations, keratinocytes and fibroblasts, based on previously reported markers. Keratinocytes were divided into permanent epidermis (EPI), upper and middle hair follicles and cells defined as or highly related with hair follicle stem cells (HFSC) (Fig. S3D). 

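Keratinocytes fell into sub-clusters named differentiated interfollicular epidermis-like, basal interfollicular epidermis-like, upper hair follicle-like, bulge HFSC-like and cycling, and no hair germ-like sub-cluster was named. Differentiated interfollicular epidermis-like cells were 42.0% of the keratinocytes of WT_LW (212 cells, 95% interval 37.6 to 46.4) and 59.1% of those of TLR9agonist_LW (696 cells, 56.3 to 62.0). Among them was a sub-cluster of 73 and 139 cells led by Gsta4, Krt6b, Gjb2 and the stress and immune genes S100a8 and S100a9. Basal interfollicular epidermis-like cells went from 15.0% (76 cells) to 20.6% (242 cells), and cycling keratinocytes numbered 35 and 73. A sub-cluster of 50 cells of WT_LW and 5 of TLR9agonist_LW also met the rule for upper hair follicle-like cells, but its leading genes, Elovl3, Fa2h and Far2, go against that name, and it stays unnamed. Without it, upper hair follicle-like cells were 15.6% (79 cells, 12.6 to 19.1) and 8.16% (96 cells, 6.66 to 9.87). Bulge HFSC-like cells fell from 10.5% (53 cells, 7.96 to 13.5) to 5.52% (65 cells, 4.29 to 6.99). Lor, a naming marker of the differentiated cells, itself had 3422 UMIs in the keratinocytes of WT_LW and 69 in those of TLR9agonist_LW. With the naming markers left out of the variable genes, no differentiated interfollicular epidermis-like sub-cluster was named, and bulge HFSC-like cells numbered 37 in WT_LW and 42 in TLR9agonist_LW, so these shares rest on the markers.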

The subclusters of keratinocytes were further divided and annotated according to markers reported before [11, 31–33]. The GO enrichment analysis also showed genes related with hair follicle morphogenesis/hair cycle and skin development were upregulated in TLR9agonist_LW, while genes related with extracellular matrix organization and stem cell differentiation enriched in WT_LW (Fig. S3E). Furthermore, in order to clarify the effects on keratinocytes and the resulting changes more clearly, we conducted detailed analysis of the development trajectory of keratinocytes and their interaction with immune cells, which can be seen in Figs. 5 and 6.

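Within keratinocytes, 18 genes of the hair follicle development list had a median log2 ratio of −0.51 (interval −0.68 to −0.23), at percentile 50.2 of the random lists. Relative to the median gene of keratinocytes this was −0.06, and 4 of the 18 genes had a log2 ratio above 0. The 4 stem cell genes Krt17, Sox9, Msx2 and Lgr5 had a median of 0.16 in these cells, with 2 of the 4 above 0, at percentile 92.1. They were picked by the paper from these same libraries, which limits what this percentile can show. For 30 extracellular matrix genes the median was −0.55, at percentile 6.38, or −0.10 relative to the median gene.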

Similarly, we specifically focused on the main clusters that were identified as fibroblasts and subjected them to a secondary round of clustering (Fig. S3F, G). 

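Of the fibroblasts, papillary fibroblast-like sub-clusters were led by Prdm1, Tbx3 and Grem1 or by Ccdc42, Ccl8 and Rspo4. A sub-cluster of 146 cells of WT_LW (17.1%) and 247 cells of TLR9agonist_LW (11.0%) met the rule for Macf, on Ptprc, Lyz2, Cd74 and Tyrobp. Macf is the paper's name for myeloid-derived adipocyte progenitors. The sub-cluster was led by Gm26917, Gm26870, Cd74 and H2-Aa, which go against a fibroblast name, and it stays unnamed here. Without it, fibroblasts were 6.79% of the cells of WT_LW and 16.9% of those of TLR9agonist_LW, papillary fibroblast-like cells 24.6% and 35.3% of the fibroblasts, and reticular fibroblast-like cells 43.1% and 22.8%. A sub-cluster of 25 and 9 cells that met the rule for myofibroblasts was led by cell cycle genes alone, and it stays unnamed too. Sub-clusters led by Ctla2a and Cyp4b1, by Crabp1 and Pla1a, or by Penk met no naming rule and held 23.8% of the fibroblasts of WT_LW (203 cells) and 36.9% of those of TLR9agonist_LW (825 cells).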

Fibroblasts play a crucial role as the primary mesenchymal cells in the dermal layer of the skin, and different subclusters of fibroblasts are spatially distinct with significant functional diversity. Generally, dermal fibroblasts originate from several distinct lineages: (1) the upper lineage consists of papillary fibroblasts (PF), which are in direct contact with the epidermis and contribute to the dermal component of hair follicles; (2) the lower lineage comprises reticular fibroblasts (RF), responsible for synthesizing most of the extracellular matrix (ECM) proteins, and lipo-fibroblasts (LF), which give rise to preadipocyte progenitors in the hypodermis.

Additionally, certain populations of fibroblasts play unique roles in WIHN and are therefore of particular interest to us, namely dermal papilla (DP) and dermal condensate (DC), which possess unique transcriptional characteristics along with the general fibroblast population [34]. DP is located at the base of mature hair follicles and serves as the principal signaling niche regulating hair follicle activities [9, 35]. Dermal condensate (DC), originating from the papillary fibroblasts, is believed to be the progenitor of DP during embryonic development. In our dataset, we defined six types of fibroblasts consisting of ten subclusters based on previously established marker genes: Inhba+Prdm1+Ereg+ Fabp5+Sdc1+ representing papillary fibroblasts (PF), Pappa2+Mdk+Wnt5a+ Hhip+Vcan+ indicating dermal papilla (DP), Fst+Twist2+Smad3+ characterized dermal condensate (DC), Plac8+Gpx3+Mest+ indicating reticular fibroblasts (RF), Plin2+Ptprc+Lyz2+ indicating myeloid-derived adipocyte progenitors (Macf), and Birc5+Mki67+Tagln+ representing myofibroblasts (MF) (Fig. S3F, G).

In the WT_LW group, the initial phase of dermal repair was mediated by the lower lineage fibroblasts, particularly the reticular fibroblasts, which were associated with the organization of extracellular matrix organization, external encapsulating structure organization, as revealed by gene ontology enrichment analysis (Fig. S3G). In addition, the fibroblasts in WT_LW highly enriched terms of transforming growth factor beta (TGF-β) receptor signaling pathway, which was known associated with fibrosis [36]. In contrast, the TLR9agonist_LW wounds exhibited a higher proportion of upper lineage Crabp1+Prdm1+ papillary fibroblasts, which are known to have the capacity to support hair follicle initiation [37, 38]. 

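Reticular fibroblast-like cells were 35.7% of the fibroblasts of WT_LW (304 cells, 95% interval 32.5 to 39.0) and 20.3% of those of TLR9agonist_LW (454 cells, 18.6 to 22.0), a log2 ratio of −0.81. With doublets kept this ratio was −0.13, its largest move among the alternatives tried, and with the naming markers left out of the variable genes it was −0.44. The extracellular matrix list, with 30 genes, had a median log2 ratio of −0.11 in all fibroblasts, at percentile 3.65 of the random lists. Relative to the median gene of fibroblasts the list stood at 0.16, so its direction depended on the scaling.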

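In fibroblasts, 29 genes of the TGF-beta response list had a median log2 ratio of −0.05 (interval −0.11 to 0.08), at percentile 99.6 of the random lists. This was 0.22 relative to the median gene of fibroblasts, and 14 of the 29 genes had a log2 ratio above 0.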

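Papillary fibroblast-like cells were 20.4% of the fibroblasts of WT_LW (174 cells, 95% interval 17.8 to 23.3) and 31.4% of those of TLR9agonist_LW (703 cells, 29.5 to 33.4), a log2 ratio of 0.62. With doublets kept the ratio changed direction, to −0.60, and with the naming markers left out of the variable genes it was 0.72. Crabp1 and Prdm1 are among the markers that name these cells. Over all fibroblasts, Crabp1 was at 416 CPM in WT_LW and 616 CPM in TLR9agonist_LW, and Prdm1 at 24.3 and 49.0 CPM, a log2 ratio of 1.01 (0.84 to 1.19).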

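No sub-cluster of the fibroblasts met the naming rule for dermal condensate or dermal papilla. Over all fibroblasts, Fst had 129 CPM in WT_LW and 105 CPM in TLR9agonist_LW, which is −0.04 on the log2 scale relative to the median gene. Twist2 rose from 112 to 157 CPM, a log2 ratio of 0.48, and Smad3 went from 18.2 to 16.5 CPM, a log2 ratio of −0.14 (95% interval −0.36 to 0.09).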

Interestingly, we also identified the presence of Fst+ Twist2+Smad3+ dermal condensate (DC) cells in this dataset (Fig. S3F). During embryonic hair follicle development, Dc acts as a signaling niche that promotes epithelial placode growth and subsequently contributes to hair follicle morphogenesis [35]. In GO enrichment analysis, we observed the genes related with morphogenesis of embryonic epithelium, regulation of tumor necrosis factor (TNF) production were highly regulated in TLR9agonist_LW (Fig. S3G), which reminded us of the positive correlation between TNF-α [39] or IL-1β [13] with hair growth in wounds. Additionally, as observed by Gay et al. [8], the WNT signaling pathway was also more significant in low-regeneration group at similar late wound healing, after the end of re-epithelialization. 

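Tnf had 70 UMIs in the fibroblasts of WT_LW and 141 in those of TLR9agonist_LW, or 5.15 and 4.82 CPM, so no difference was detectable at this depth. Endothelial cells, with medians of 6429.5 and 9270 UMIs against 15845 and 12531 in fibroblasts, held 8.20 and 2.71 CPM of Tnf. Il1b rose from 23.2 to 34.8 CPM in fibroblasts, below the 26.8 and 48.2 CPM of endothelial cells, and is read as background there. In macrophages and dendritic cells Il1b rose from 1956 to 4308 CPM, and Tnf fell from 220 to 178 CPM.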

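The Wnt pathway list, with 32 genes counted in fibroblasts, had a median log2 ratio of −0.11 (interval −0.22 to 0.02), at percentile 98.3 of the random lists. Its value relative to the median gene of fibroblasts was 0.16, and 15 of the 32 genes had a log2 ratio above 0.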

Given the significantly increased proportion of specific cell populations and enrichment terms in the TLR9agonist_LW group during the critical period of hair follicle regeneration, it is plausible to suggest that they may provide an adequate mesenchymal component for subsequent hair follicle formation in the TLR9-activated group.

TLRs are reported to be expressed in antigen-presenting cells, establishing a crucial link between pathogen recognition and the activation of both innate immune effector mechanisms that restrict pathogen replication and adaptive immunity initiation [17]. To further explore the impact of TLRs on the host’s overall immune response, we conducted analyses of various immune cell types using single-cell RNA sequencing.

Firstly, neutrophils, as the primary responders and critical mediators of the innate immune system, play a vital role in the recruitment and differentiation of monocytes [40], particularly during the early stages of immune response. In our scRNA sequencing data obtained from the late stage of wound healing, we observed that most subclusters of neutrophils exhibited comparable proportions in both experimental groups (Fig. S4A). 

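Neutrophils, led by Retnlg, Trem1 and Cxcr2, were 0.558% of the cells of WT_LW (58 cells, 95% interval 0.424 to 0.721) and 1.93% of those of TLR9agonist_LW (228 cells, 1.69 to 2.19). The log2 ratio of this share was 1.79 (1.38 to 2.20), and it was 1.28 under the stricter cell filter. They were not clustered again.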

Macrophage-monocytes and dendritic cells are the main cells expressing TLRs and equipped to coordinate the activation of other immune cells as well as tissue repair [20]. 

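Macrophages and dendritic cells of both libraries were clustered again, and their sub-clusters were named from fixed markers. The largest named groups were anti-inflammatory macrophage-like (AIM-like) cells, monocyte-like cells and conventional dendritic cells of type 2 or monocyte-derived dendritic cells. Monocyte-like cells were 25.1% in WT_LW (450 cells) and 21.1% in TLR9agonist_LW (288 cells), and the dendritic cells 14.7% (264 cells) and 16.0% (219 cells). Langerhans-like cells were 7.71% (138 cells) and 4.02% (55 cells), migratory dendritic-like cells 4.80% (86 cells) and 6.80% (93 cells), and conventional dendritic-like cells of type 1 numbered 57 and 51. A further 295 and 327 cells were set aside, mostly from a sub-cluster led by Ccl8, Sprr2d, S100a8, S100a9 and Krt6a.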

Five types of macrophage-dendritic cells were identified, according to markers reported in literature [41]: Inhba+Ptgs2+ Mmp12+pro-inflammatory macrophages (PIM), Ccl8+Mrc1+ Folr2+Fcgr1+ anti-inflammatory macrophages (AIM), Irf7+Il3ra+ plasmacytoid dendritic cells (pDC), Cd74+Cd86+Cd207+Rgs1+ monocyte-derived dendritic cell1 (mDC), Cd8a + Cadm1+ Cadm3+ Clec10a+ Cpvl + conventional dendritic cell (cDC) (Fig. S4C). 

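Pro-inflammatory macrophage-like (PIM-like) cells, led by Rnf128, Atp6v0d2, Slc7a2, Mmp12 and Inhba, were 13.0% of the macrophages and dendritic cells of WT_LW (232 cells, 95% interval 11.4 to 14.6) and 11.0% of those of TLR9agonist_LW (150 cells, 9.36 to 12.8). The log2 ratio of −0.24 (−0.52 to 0.04) was within counting error of no difference. Without Harmony correction it changed direction, to 1.79. AIM-like cells were 31.5% in WT_LW (564 cells, 29.3 to 33.7) and 37.4% in TLR9agonist_LW (511 cells, 34.8 to 40.0). Ccl8 and Mrc1 are naming markers of AIM-like cells and Inhba of PIM-like cells. With the naming markers left out of the variable genes, the log2 ratio was −0.12 for PIM-like and 0.38 for AIM-like cells. Over the whole class, Ccl8 rose from 391 to 1656 CPM, Inhba rose from 147 to 313 CPM, and Mrc1 had a log2 ratio of 0.09.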

As speculated, TLR9 agonist, as a type of pro-inflammatory agent, increased the presence of PIM in wounds while decreasing AIM (Fig. S4C). Functional enrichment analysis of the two groups revealed that the TLR9 agonist upregulated numerous items related to protein synthesis and secretion in the large wound group, in consistent with the macrophage activation response to TLRs as reported by Fitzgerald et al. [17]. 

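In macrophages and dendritic cells, 27 translation genes had a median log2 ratio of 0.04, at percentile 95.4 of the random lists, or 0.30 relative to the median gene, and 16 of them had a log2 ratio above 0. For 34 protein secretion genes the median was −0.16, at percentile 59.4. The secretion list stood at 0.11 relative to the median gene, so its direction depended on the scaling.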

Further subcluster comparisons and enrichment analysis of macrophage-dendritic cells demonstrated that macrophage-dendritic cells were stimulated and activated in the TLR9agonist group (Fig. S4C). pDC, as one of the cell types expressing TLR9 and recognizing self-nucleic acids, have been shown to quickly migrate into wound and produce proinflammatory cytokines such as type I interferon (IFN). However, we did not observe an increase of number of pDC in the late-stage wound of TLR9agonist_LW. 

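The 36 genes of a Toll-like receptor and NF-kB signalling list had a median log2 ratio of −0.08 (interval −0.15 to −0.03) in macrophages and dendritic cells, at percentile 97.4 of the random lists. Relative to the median gene of the class this was 0.19, the opposite direction. A cytosolic DNA sensing list, with 14 genes counted, had a median of −0.23, at percentile 47.9, or 0.03 relative to the median gene.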

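No sub-cluster met the naming rule for plasmacytoid dendritic cells, which was set on Siglech, Ccr9, Klk1, Cox6a2 and other markers. The share was 0 of 1791 macrophages and dendritic cells in WT_LW and 0 of 1367 in TLR9agonist_LW, with upper limits of 0.206% and 0.269%. With Leiden resolution 2, pDC-like cells numbered 27 in WT_LW (1.62%, 95% interval 1.07 to 2.35) and 22 in TLR9agonist_LW (1.71%, 1.08 to 2.58). Over the whole class, Siglech had 220 UMIs in WT_LW and 136 in TLR9agonist_LW, or 11.7 and 10.3 CPM. Irf7 rose from 42.3 to 78.6 CPM, and Il3ra was at 17.6 and 16.8 CPM.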

We suppose this attributed to rapid recovery of pDC number [20]. However, in the TLR agonist group, pDC showed significant upregulation of pathways such as toll-like receptor signaling pathway and cytosolic DNA-sensing pathway, as well as activation-related pathways like NF-kb and MAPK (Fig. S4D).

### γδT cell numbers significantly increased, which was further confirmed to be correlated with the activation of TLR9

The activation of TLRs in various cells can also lead to the initiation of adaptive immunity [17]. 

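T cells took 31.2% of the cells of WT_LW (3239 cells, 95% interval 30.3 to 32.1) and 30.6% of those of TLR9agonist_LW (3614 cells, 29.8 to 31.4). The log2 ratio was −0.03 (−0.08 to 0.03), within counting error of no difference. This was the largest class in both libraries.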

In our single-cell data, T cells were found to be most abundant immune cells, inspiring our interest of the function and changes in T cells (Fig. 3B). 

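T cells were clustered again, with names resting on fixed markers and with Il17a, Areg and the other genes reported as results left out of the clustering. Th1-like cells were 20.3% of the T cells of WT_LW (659 cells) and 8.66% of those of TLR9agonist_LW (313 cells), and CTL-like cells 12.5% (404 cells) and 5.70% (206 cells). Treg-like cells were 10.9% (353 cells) and 5.95% (215 cells), and Th2-like cells numbered 24 and 9. Naive or central memory-like cells were 20.6% (666 cells) and 14.8% (535 cells), and cycling T cells 8.12% (263 cells) and 4.76% (172 cells). Unnamed sub-clusters held 11.4% (368 cells) and 16.8% (606 cells), among them 25 and 142 cells led by Il17f, Mettl1 and Nop16. No sub-cluster was named for dendritic epidermal T cells. The γδT-like name rested on Cd163l1, Blk and Sox13, because T cell receptor genes were not used here. With the naming markers left out of the variable genes, no Th1-like or Th2-like sub-cluster was named. In γδT-like cells Cd4 had 29 UMIs in WT_LW and 12 in TLR9agonist_LW.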

The subclustering of T cells resulted in five main subsets including CD4-IL17a+Cd7+ γδT cell (γδT), CD4+Ifng+Il18+ T helper 1 (Th1), CD4+Gata3+Il4+ T helper 2 (Th2), Foxp3+Ctla4 + T regulatory cell (Treg), Cd8b1+Nkg7+ cytotoxic T cell (CTL), based on markers from published research [42] (Fig. 3D). After defining cell subsets, we observed prominent increase in the number and proportion of γδT cells (Fig. 3D) and numerous enriched GO terms related with activation and differentiation of γδT cells in the TLR9 agonist_LW group (Fig. 3G). 

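γδT-like cells were 15.5% of the T cells of WT_LW (502 of 3239 cells, 95% interval 14.3 to 16.8) and 43.1% of those of TLR9agonist_LW (1558 of 3614 cells, 41.5 to 44.7), a log2 ratio of 1.48 (1.35 to 1.60). As a share of all cells they rose from 4.83% to 13.2%, a log2 ratio of 1.45 (1.31 to 1.59). Without Harmony correction the ratio among T cells was 0.54, the largest move among the alternatives tried. Blk, a naming marker, was itself lower in the γδT-like cells of TLR9agonist_LW (log2 ratio −0.93). With the naming markers left out of the variable genes, the log2 ratio was 1.31 among T cells and 1.29 among all cells. The 3 γδT-like sub-clusters were led by Nlrp3, Npnt and Bcl2a1a (172 cells of WT_LW and 772 of TLR9agonist_LW), by Zbtb16 and Cryba4 (126 and 483), and by Sox13 (204 and 303). T cells in all other sub-clusters fell from 26.3% to 17.4% of all cells. A set-aside cluster of 248 and 195 cells was led by Cd163l1, Gm26917, Lars2 and Krt5. Its best-scoring type was γδT, on Cd163l1 and Blk, and its share of all cells fell from 2.39% to 1.65%. Counting it as γδT-like was not tried and would lower the ratio among T cells.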

The increased γδT cells were primarily IL17-producing γδT cells from the dermis, characteristic of Cd27-Cd44+ IL-17a+Il7r+ Blk+ Maf+ Rorc + [43]. 

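To compare cells at one depth, each γδT-like cell was thinned to 1500 UMIs, which left 499 cells in WT_LW and 1556 in TLR9agonist_LW, with 3 and 2 cells left out. At this depth Cd44 was detected in 64.9% and 66.8% of γδT-like cells, Il7r in 70.7% and 67.1%, and Maf in 66.3% and 64.4%. Cd27 was detected in 1.60% and 0.193%. Endothelial cells, thinned alike, showed the background of free RNA, with Cd44 in 8.35% and 7.82%, Il7r in 2.29% and 1.08%, Maf in 3.44% and 4.31%, and Cd27 in less than 1%. Before thinning the median depth was 4074.5 and 4344.5 UMIs in γδT-like cells, and in endothelial cells 6429.5 and 9270 UMIs. In CPM, Cd44 had a log2 ratio of 0.27, Maf of 0.17 and Il7r of −0.03, and Cd27 fell from 9.35 to 2.87 CPM on 20 UMIs in each library. Blk names these cells and is not read as a result. The 9 counted genes of the γδT17 feature list, Il23r and Plek among them, had a median log2 ratio of 0.17, at percentile 80.7 of the random lists, or 0.35 relative to the median gene.

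**Figure D2:**
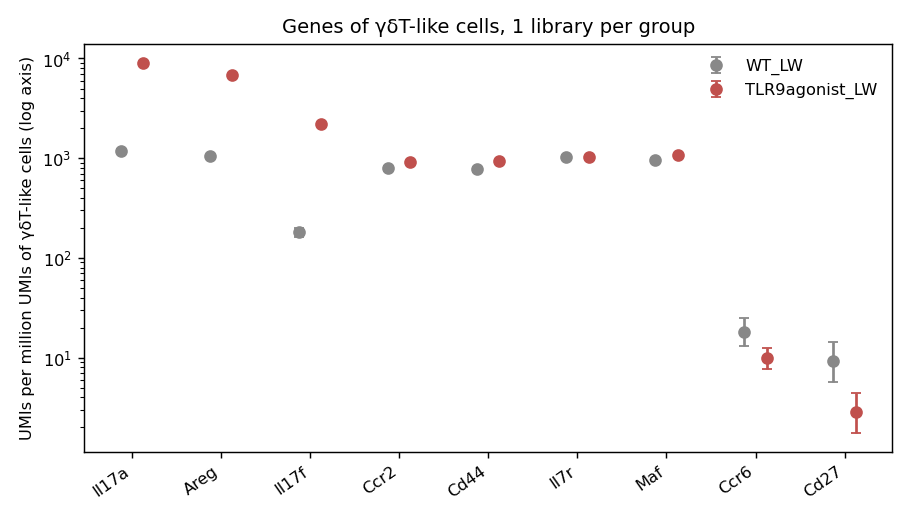
Level in γδT-like cells in CPM (log axis) for 9 genes in WT_LW and TLR9agonist_LW, with 1 library per group; error bars are exact Poisson 95% intervals, which cover counting error only. Il17a, Areg and Il17f lie higher in TLR9agonist_LW, Ccr6 and Cd27 lower, and Il7r, Maf, Cd44 and Ccr2 close together.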

The changes in γδT cells were further confirmed by flow cytometry (Fc) of wounds with different levels of activation of TLR9 (Fig. 3E, F). The wounds with enhanced tissue damage (WT_eLW) also resulted in an increase in the number of γδT cells, further suggesting that γδT cells are influenced by the degree of tissue damage and the activation of TLR9, while the number of γδT cells decreased in TLR9 knockout mice (Fig. 3E, F). These results may indicate that the activation of TLR9 may have great influence on γδT cells.

Given the close association between γδT cells and TLR9, we hypothesized that γδT cells are key cells mediating the effects of TLR9 activation on wound repair and regeneration. Therefore, we utilized the TCRδ−/− mice which lack γδT cells. We found that mice with TCRδ−/− mice exhibited significantly slower wound healing rates (Figs. 3H and 5I). Moreover, in TCRδ−/− mice, the promotion of wound healing by TLR9 agonist was abolished upon injection (Fig. 3H). Furthermore, we also found that the impact of TLR9 agonists on WIHN also relies on γδT cells (Fig. 5H, I). These results collectively indicate that γδT cells are critical cells mediating the actions of TLR9.

### The CCL2-CCR2 axis, known to promote the recruitment of γδT cells to the periphery, was found to be influenced by TLR9, accounted for the increase of γδT cells

To explore the source of the increased γδT cell numbers, we speculate that TLR9 may promote the increase in the number of γδT cells by enhancing their local proliferation. 

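Module scores for the S and G2M gene lists were computed in γδT-like cells thinned to a common depth, with the mean of expression-matched genes subtracted as in AddModuleScore. The mean S score was −0.0199 (SD 0.0578) in WT_LW and −0.0225 (SD 0.0460) in TLR9agonist_LW, and the mean G2M score −0.0349 (SD 0.0566) and −0.0206 (SD 0.0547). A score above 0.1 was found in 28 of 499 cells of WT_LW (5.61%, 95% interval 3.76 to 8.01) and in 49 of 1556 cells of TLR9agonist_LW (3.15%, 2.34 to 4.14). In unthinned cells these shares were 2.59% and 0.899%. The T cells in the cycling sub-cluster are not part of γδT-like cells, and when each was assigned to the nearest T cell class, 11 of WT_LW and 13 of TLR9agonist_LW became γδT-like. With these added, the cycling share was 7.65% in WT_LW and 3.95% in TLR9agonist_LW. In γδT-like cells the 26 counted genes of the S list had a median log2 ratio of −0.47, at percentile 39.0 of the random lists, and 20 genes of the G2M list one of −0.15, at percentile 67.0.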

We scored the proliferation-related genes of γδT cells with AddModuleScore in Seurat and found that the cell cycle-related genes of γδT cells in the TLR9 stimulated group didn’t increase, indicating the increase of γδT cells in wound might not be caused by enhancement of local expansion or proliferation (Fig. 4F).

**Fig. 4:**
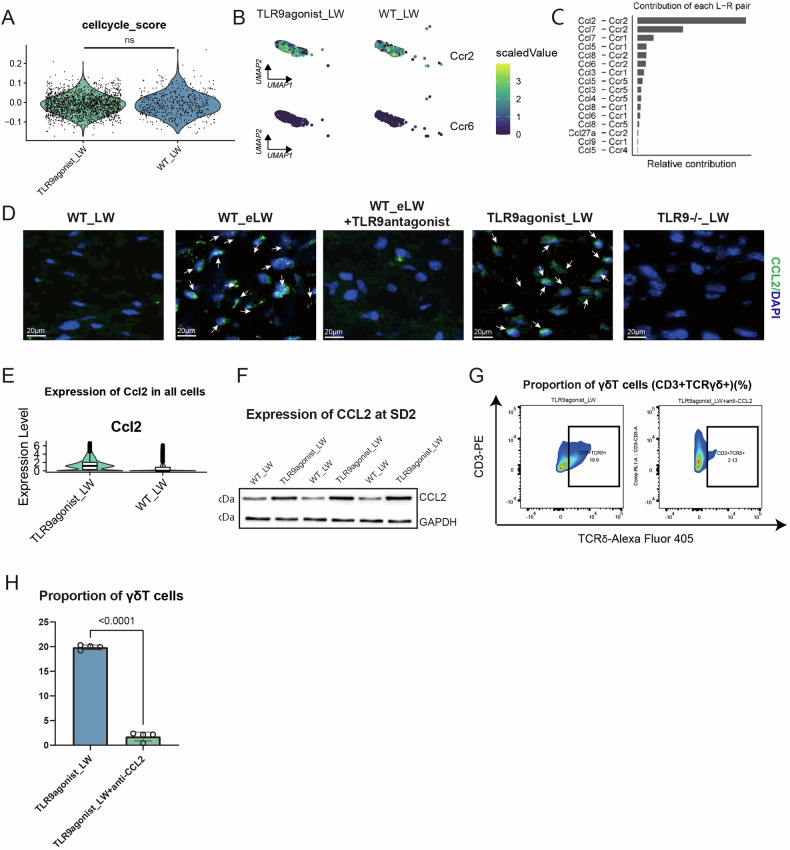
The increase of migration of γδT cells, which could be accounted by the enhancement of CCL2-CCR2 interaction. **A** The score of cycle cycle-related genes in γδT cells. **B** The expression of Ccr2 and Ccr6 in γδT cells of two groups. **C** The L-R pair contribution of CCL family. **D** Immunofluorescence staining was performed to visualize the expression of the CCL2 protein in the dermal part of skin wounds with different treatments at SD2. Scale bar: 20 μm. **E** The expression of Ccl2 in all cells from TLR9agonist_LW and WT_LW. **F** The expression of CCL2 in wounds at SD2 was detected by western blotting. GAPDH was used as loading control. **G**, **H** The proportions of γδT cells in wounds treated with TLR9agonist +anti-CCL2 antibody (26161-1-AP, Proteintech) (10 μg per time for per mouse) at PWD 0,3,6 or TLR9agonist +control-IgG from same species. *n* = 4 for each group. All error bars mean ± SD.

Due to the constant migration and movement of γδT cells between lymph nodes and peripheral tissues, their migration speed and pattern undergo changes in cases of tissue infection or injury [44]. We therefore investigated whether the increase in γδT cell numbers result from an increase in their migration into the skin. As reported by McKenzie et al., in steady-state conditions, CCR6 controls γδT 17 trafficking to the dermis; however, in cases of tissue damage, CCR2 controls the rapid migration of γδT 17 to damaged sites [45]. Therefore, we first observed and compared the expression of CCR2 and CCR6 in γδT cells. We found that almost all γδT cells in TLR9-activated wounds were CCR2^hi^ CCR6^lo^ cells (Fig. 4B). 

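Among γδT-like cells thinned to 1500 UMIs, Ccr2 alone was detected in 62.7% of the cells of TLR9agonist_LW (95% interval 60.3 to 65.1) and in 61.1% of those of WT_LW (56.7 to 65.4). Ccr6 alone was detected in 0.193% and 2.40%, both genes in 0.643% and 1.00%, and neither in 36.4% and 35.5%. Without thinning, Ccr2 alone was detected in 83.5% of the cells of TLR9agonist_LW and 81.9% of those of WT_LW, and neither gene in 13.2% and 12.0%. In thinned endothelial cells Ccr2 was detected in 0.539% and 2.13%. Ccr6 (ENSMUSG00000040899, chromosome 17, 8236043 to 8257141) had 9.90 CPM in γδT-like cells of TLR9agonist_LW and 18.2 CPM in those of WT_LW, a log2 ratio of −0.88 (−1.47 to −0.27).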

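Ccr2 (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) rose in γδT-like cells from 790 CPM in WT_LW (95% interval 753 to 828) to 913 CPM in TLR9agonist_LW (891 to 936). Its log2 ratio was 0.21 (0.13 to 0.29), or 0.39 relative to the median gene. Without Harmony correction the direction changed, to −0.07. In the other T cells Ccr2 rose from 291 to 454 CPM, and in macrophages and dendritic cells it fell from 219 to 88.7 CPM.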

The expression of CCR2 in γδT cells was significantly increased in TLR9 agonist wounds (Fig. 4B). To delve deeper into the ligands of CCR2, we isolated γδT cells and analyzed their interactions with other cells using cellchat (Fig. 4C). Notably, the ranking of the contribution of the CCL family L-R pair in cellchat affirmed the pivotal role of CCR2 (Fig. 4C). Among the various CCR2 ligands, CCL2 emerged as the most potent and prominently expressed, with significant upregulation observed in the TLR9 agonist group. 

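Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) rose over all cells from 397 CPM in WT_LW (95% interval 392 to 401) to 1514 CPM in TLR9agonist_LW (1506 to 1521), a log2 ratio of 1.93. The median-centred value was 2.33, its largest move among the alternatives tried. The other ligands of CCR2 rose from 210 to 493 CPM for Ccl7, from 134 to 387 CPM for Ccl8 and from 19.5 to 39.2 CPM for Ccl12. Together the 4 ligands had a median log2 ratio of 1.38, at percentile 99.8 of the random lists. Pericytes rose from 1271 to 13454 CPM of Ccl2 and held 21.0% of the Ccl2 UMIs of WT_LW and 33.4% of those of TLR9agonist_LW. Fibroblasts rose from 1019 to 2612 CPM and held 44.4% and 48.3%. Macrophages and dendritic cells rose from 253 to 487 CPM and held 15.3% and 4.08%. Mast cells went the other way, from 3209 to 1729 CPM. Ccl2 also rose in T cells, from 43.3 to 196 CPM, and in keratinocytes, from 47.7 to 147 CPM, where free RNA was not separated from expression. From these data, with staining and western blots, the paper proposes that TLR9 may facilitate the chemotaxis of γδT cells through the CCL2-CCR2 axis.

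**Figure D3:**
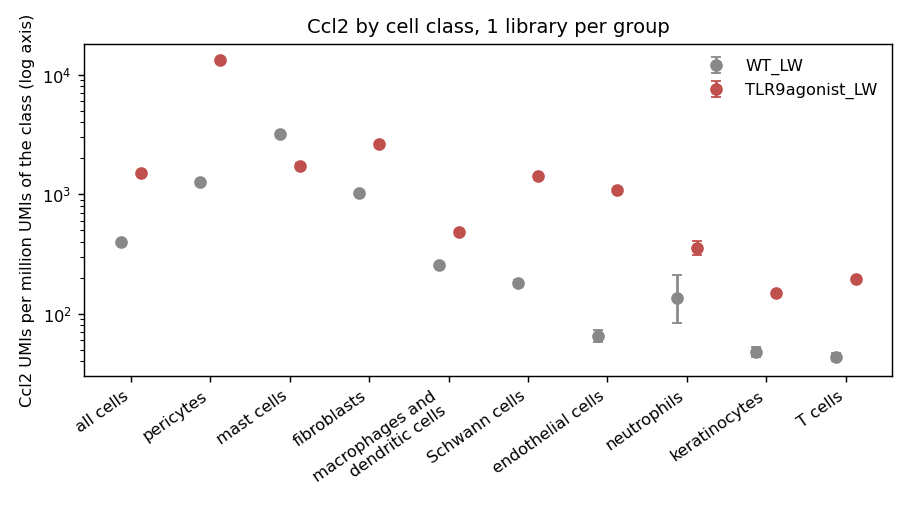
Ccl2 level of each cell class in CPM (log axis) in WT_LW and TLR9agonist_LW, with 1 library per group; error bars are exact Poisson 95% intervals, which cover counting error only. Ccl2 lies higher in TLR9agonist_LW in each class plotted except mast cells. It is highest in mast cells in WT_LW and in pericytes in TLR9agonist_LW.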

Immunofluorescence staining and western blot analyses further underscored the strong association between CCL2 expression and TLR9 activation levels, peaking in the TLR9 agonist or enhanced injury groups and diminishing in TLR9 knockout mice (Fig. 4D–F). Consequently, we postulated that TLR9 may facilitate the chemotaxis of γδT cells via the CCL2-CCR2 axis. Intriguingly, concurrent administration of anti-CCL2 or Ctrl-IgG with TLR9 agonists revealed that the reduction in γδT cell numbers at the wound site mediated by anti-CCL2 antibodies counteracted the effects of TLR9 agonists on increase of γδT cell (Fig. 4G, H).

### The role of γδT in promoting hair follicle regeneration is achieved through Areg rather than IL-17

Although anti-CCL2 reduced the number of γδT17 cells and had a significant inhibitory effect on wound healing and hair follicle regeneration, we were still unsure which molecule was responsible for promoting hair follicle regeneration via γδT cells. It has been previously reported that the γδT17 promotes WIHN by secretion of fgf9 and then activates the WNT pathway of keratinocytes [46]. However, in our scRNA data, the levels of Fgf9 mRNA are extremely low in γδT cells both in TLR9agonist_LW and WT_LW (Fig. S5B). Therefore, we hope to investigate whether there is another molecule secreted by γδT cells that exerts significant influence on the WIHN level. 

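Fgf9 (ENSMUSG00000021974, chromosome 14, 58070547 to 58112720) had 1 UMI in the 502 γδT-like cells of WT_LW and 2 UMIs in the 1558 of TLR9agonist_LW. Both counts lie under the limit of 3 counts, which corresponds to 1.40 CPM in WT_LW and 0.431 CPM in TLR9agonist_LW, so no ratio is given.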

We analyzed the cell interactions between T cells and keratinocytes using cellchat (Figs. 5A, S5A), observing the increased number of T-ker interactions in the TLR9 agonist group, and prominent importance of γδT cells in the interaction with keratinocytes(Fig. 5A, B). Among the increased pathways, IL-17 was the most prominent (Fig. S5C, D). Through Cellchat and featureplot, we identified that IL-17 was produced by γδT17 cells and mainly received by upper hair follicle cells, interfollicular keratinocytes and hair germs which may be closely related to hair follicle development (Fig. S5D). 

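γδT-like cells held 42.6% of the Il17a UMIs of WT_LW and 67.6% of those of TLR9agonist_LW, and T cells of all kinds held 92.6% in both. The 4 counted genes of the list of the IL-17 family and its receptors had a median log2 ratio of 1.23 in γδT-like cells, at percentile 99.8 of the random lists, but the genes were split. Il17a and Il17f rose, while Il17ra fell (log2 ratio −0.47, 95% interval −0.77 to −0.16) and Il17rc fell (−1.24, −1.88 to −0.59). Among the receptor genes in keratinocytes, Il17rc fell from 92.6 to 60.6 CPM, against 19.6 and 14.8 CPM in endothelial cells. Il17ra stood at 11.2 and 14.4 CPM in keratinocytes, near the 9.00 and 11.8 CPM of endothelial cells, so background was not separated from expression there. In TLR9agonist_LW, Il17rc stood at 71.5 CPM in upper hair follicle-like cells, 68.7 CPM in differentiated interfollicular epidermis-like cells, 44.3 CPM in basal interfollicular epidermis-like cells and 30.2 CPM in bulge HFSC-like cells. Il17rc was detected in 11.8% and 9.11% of keratinocytes thinned to 1500 UMIs.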

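Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) rose in γδT-like cells from 1186 CPM in WT_LW (95% interval 1139.8 to 1233) to 9044 CPM in TLR9agonist_LW (8974 to 9115). Its log2 ratio was 2.93 (2.87 to 2.99), or 3.11 relative to the median gene, and 2.64 without Harmony correction. In γδT-like cells thinned to 1500 UMIs it was detected in 44.7% (40.3 to 49.2) and 78.1% (76.0 to 80.2) of cells, against 1.64% and 4.58% of endothelial cells. Endothelial cells held 9.00 and 33.2 CPM. In the other T cells Il17a rose from 202 to 2043 CPM, a log2 ratio of 3.34.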

The increased of IL-17A was also confirmed in both scRNA data and WB staining (Fig. S5B, E). Given the reported role of IL-17A in promoting wound healing [47] and the stemness of keratinocytes [48, 49], we hypothesized that the action of γδT17 cells is also achieved through IL-17A. However, by injecting anti-IL-17A into the wound site early in the experimental period, we found that although IL-17A had a significant effect on wound healing speed, antagonizing IL-17A did not affect the hair follicle regeneration promoted by TLR9 agonists (Fig. S5F–H). Moreover, according to literature, in WIHN model without intervention, there was no difference in regeneration outcomes between IL-17a/f−/− mice and WT mice [13]. Therefore, we speculated that the action of γδT cells is achieved through other signaling molecules.

**Fig. 5:**
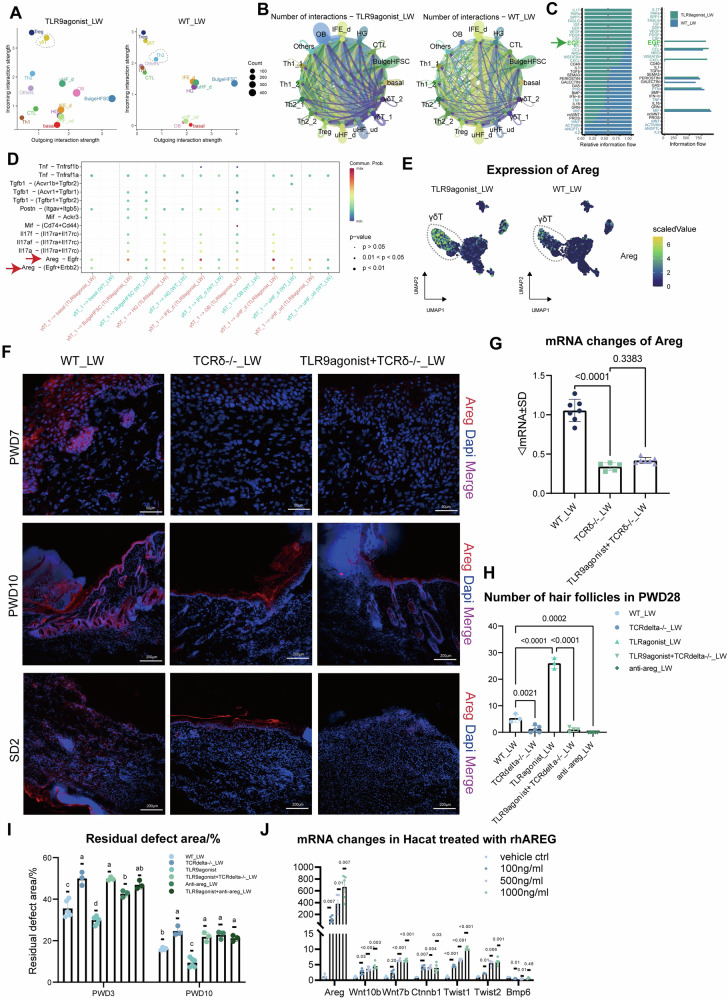
The Areg mediates the interaction between γδT cells and keratinocytes. **A** The information stream plot indicating the incoming and outgoing interaction strength in T cells and keratinocytes. The most intense outgoing interaction of T cells to keratinocytes in TLR9agonist_LW was launched by γδT cells, but in WT_LW it was Th2. **B** The differential interaction pathways in TLR9agonist_LW and WT_LW. **C** The interaction numbers between T cells and keratinocytes in TLR9agonist_LW and WT_LW. **D** The bubble diagram showing the pathways mediating the interaction between γδT cells and keratinocytes in two groups. **E** The expression level of Areg in γδT cells. **F** Immunofluorescence staining was performed to visualize the expression of the AREG protein in skin wounds with different treatments at PWD7, PWD10, SD2, respectively. **G** The mRNA changes of areg in WT_LW, TCRdelta−/−_LW and TLR9agonist+ TCRdelta−/−_LW at SD2. **H** The number of hair follicles at PWD28 in different group. **I** The healing speed differences in different group. The injection of anti-AREG (15 μg per time per mouse. HY-P77868, MedChemExpress) or Control-IgG (30000-0-AP, Proteintech) into the wound bed was conducted at PWD 0,3,6,10. **J** The mRNA changes of *Areg, Wnt10b, Ctnnb1, Twist1, Twist2* in Hacat cells after culturing with various concentrations of rhAREG for 48 h.

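In keratinocytes, 7 ligands of the EGF family with at least 50 UMIs had a median log2 ratio of 1.10, at percentile 100 of the random lists, and all 7 were above 0. Beside Areg, Tgfa rose from 19.7 to 44.4 CPM, Epgn from 83.9 to 181 CPM, Ereg from 16.0 to 28.1 CPM, Hbegf from 175 to 214 CPM and Nrg1 from 21.4 to 46.0 CPM. Of the receptors, Egfr rose in keratinocytes from 39.7 to 64.6 CPM, a log2 ratio of 0.70 (95% interval 0.53 to 0.88), and Erbb2 fell from 36.2 to 18.3 CPM. Erbb3 had a log2 ratio of 0.20, and Erbb4 had 0 UMIs in both libraries. An EGF receptor signalling list without Areg, with 24 genes counted, had a median of 0.09 in keratinocytes, at percentile 100, or 0.54 relative to the median gene.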

The EGF family was also a highly represented signaling molecule in T cell and keratinocyte interactions, and one of the significantly different molecules between the two groups (Fig. 5C, S5I, J). Akiyama et al. found Bulge HFSC was highly co-localized with EGFR during embryonic development [50], and EGFR KO mice exhibit impaired hair follicle differentiation and multiple hair shaft abnormalities, indicating the crucial role of EGF signaling in hair follicle development. Through cellchat L-R scoring, we found that Areg was the strongest acting signal in the EGF family (Fig. 5D). 

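Among the EGF family ligands in γδT-like cells, Areg had 2226 UMIs in WT_LW and 47113 in TLR9agonist_LW. Hbegf followed with 77 and 182 UMIs, a log2 ratio of −0.46 (95% interval −0.85 to −0.06). Epgn had 2 and 73 UMIs, a log2 ratio of 3.49 (1.58 to 6.56), and Ereg 3 and 30 UMIs, with a log2 ratio of 1.62 (−0.07 to 3.97). Tgfa had 2 and 17 UMIs, Nrg1 5 and 20, Nrg2 1 and 7, Egf 0 and 2, Btc 1 and 1, and Nrg4 0 and 0.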

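γδT-like cells held 27.2% of the Areg UMIs of WT_LW and 58.0% of those of TLR9agonist_LW, and keratinocytes themselves held 14.3% and 15.0%. The receptor gene Egfr had a log2 ratio of 1.33 in basal interfollicular epidermis-like cells, 0.93 in differentiated interfollicular epidermis-like cells, 0.09 in upper hair follicle-like cells and −0.34 in bulge HFSC-like cells. In keratinocytes thinned to 1500 UMIs, Egfr was detected in 5.77% of the cells of WT_LW and 11.3% of those of TLR9agonist_LW.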

The areg signal was involved in almost all γδT17-related actions on various keratinocytes, with upper hair follicle cells being the most significant cell populations involved in hair follicle development (Fig. 5D). 

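Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) rose in γδT-like cells from 1040.2 CPM in WT_LW (95% interval 997 to 1084) to 6761 CPM in TLR9agonist_LW (6699.9 to 6822), a log2 ratio of 2.70. Without Harmony correction this ratio was 1.89. In γδT-like cells thinned to 1500 UMIs it was detected in 25.5% and 62.0% of cells, against 1.15% and 6.47% of endothelial cells. Areg also rose in the other T cells, from 149 to 1176 CPM. In keratinocytes it rose from 145 to 441 CPM, a log2 ratio of 1.60 (1.52 to 1.69), against 5.80 and 27.1 CPM in endothelial cells. The keratinocyte ratio was 0.99 with doublets kept and 2.24 with equal weight per cell. Its log2 ratio was 2.03 in bulge HFSC-like cells, 1.90 in differentiated interfollicular epidermis-like cells, 1.14 in upper hair follicle-like cells and 0.85 in basal interfollicular epidermis-like cells.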

The increased expression of Areg was also verified in scRNA data, immunofluorescent staining and RT-qPCR analysis (Fig. 5E–G). Mice without mature γδT cells has significantly decreased expression of Areg, and adding TLR9agonist into wounds couldn’t rescue the low expression of Areg (Fig. 5F, G). These results help proved the correlation between TLR9 activation, γδT cells and expression of Areg.

As a member of the EGF family, AREG is considered one of the low-affinity ligands of EGFR and has been implicated in a variety of physiologic processes, including regulation of keratinocyte proliferation and gland development [51]. While AREG has been shown to influence wound healing speed [52], its impact on follicle development and whether it affects the de novo formation of follicles in adult individuals in the context of WIHN remains unclear. Therefore, we aimed to investigate the hypothesis that AREG may influence WIHN levels and that the function of γδT cells is primarily achieved through AREG. By injecting monoclonal antibodies against AREG to antagonize its function, we observed a significant reduction in wound healing and hair follicle regeneration, highlighting the role of AREG (Fig. 5H, I). Additionally, to elucidate the mechanism by which AREG acts on keratinocytes, we conducted an in vitro study using HaCaT cells. Various concentrations of recombinant AREG (rh-AREG) were added to the cell cultures, and through RT-qPCR analysis, we observed a significant promotion of cell proliferation (Fig. S6A) and upregulation of genes associated with hair follicle regeneration, such as *Wnt10b, Ctnnb1, Twist1, and Twist2*, while lower expression of *Bmp6*, which is known to be adverse for WIHN (Fig. 5F). Concurrently, we also observed a significant increase in the expression level of *Areg* itself upon addition of recombinant AREG, suggesting the presence of a positive feedback loop (Fig. 5F), which was consistent with the results in cellchat where keratinocytes are recognized as key recipients and responders to AREG (Fig. S5I, J). Therefore, we hypothesized that AREG produced and secreted by γδT cells may act on keratinocytes via paracrine signaling, boosting the production of AREG by keratinocytes themselves, and leading to a localized rapid elevation of AREG levels and enhancement of its effects. To obtain further information regarding the association of AREG with healing, particularly WIHN, we conducted additional analysis of biological samples from different WIHN outcomes sourced from public databases (GSE159939). We discovered that AREG exhibits relatively high expression in the high-WIHN outcome area (center of wounds in Mus musculus mice, or global area in Acomys spiny mice), while showing relatively low expression in the peripheral wounds of Mus musculus mice, which characteristic as low-WIHN outcome mice (Fig. S6B). We believe this further support the potential positive role of AREG in WIHN.

### AREG was found to be associated with development of keratinocytes

To elucidate the changes in behavior and differentiation tendency of keratinocytes under TLR9 agonist stimulation, we analyzed the development and differentiation trajectory of keratinocytes in two groups using monocle2 and RNA velocity. Unsupervised clustering of RNA velocity in keratinocytes revealed four major differentiation pathways. Based on cell annotation and spatial localization of annotated cells (Fig. 6B), we determined four developmental trajectories, namely as: self-renewal of bulgeHFSCs (trajectory 1), regeneration of new hair germs (HG) (trajectory 2), development of hair follicles (trajectory 3), and differentiation of the permanent epidermis (trajectory 4) (Fig. 6A).

**Fig. 6:**
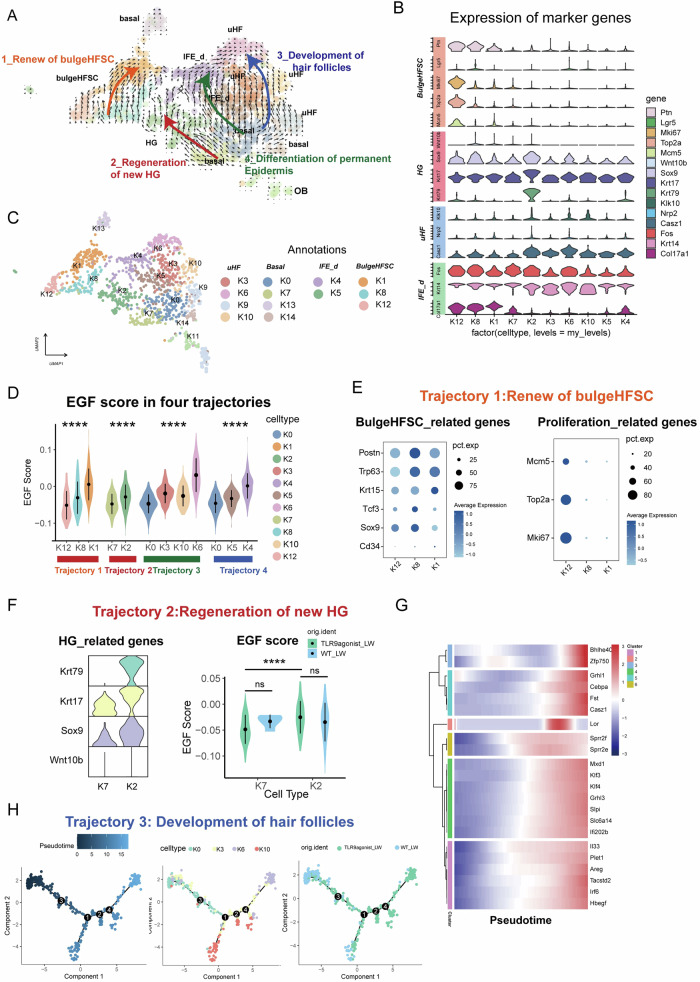
The development trajectories of keratinocytes and the involvement of AREG. **A** The RNA velocity analysis of keratinocytes. Trajectory 1: self-renewal of bulgeHFSCs; trajectory 2: regeneration of new hair germs (HG); trajectory 3: development of hair follicles; trajectory 4: differentiation of the permanent epidermis. **B** The annotation of subsets in keratinocytes. **C** The expression of marker genes used for identification of development trajectories. **D** The scores of EGF in every trajectory. **E** The marker genes of bulgeHFSC and proliferation related genes. **F** The HG related genes and EGF scores changes in trajectory 2. **G** The heatmap plotting differential gene expression from pseudotime analysis in trajectory 3.**H** The pseudotime analysis of main cells in trajectory 3. Vlnplot and box plot graphs indicated the value of minimum, first, quartile, median, third quartile, and maximum. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

Trajectory 1 originated from the highly proliferative Cluster 12 cells characterized by Mki67+ Ccnb1+ Pcna+ and terminated at Lhx2+Cd34+ Ptn + Lgr5+ bulgeHFSC (K8, K1), suggesting that pathway one may represent the proliferation and self-renewal of bulge HFSCs (Fig. 6E). Trajectory 2 was initiated by IFE (K7) which did not express any HG markers and culminated in K2 characterized by highly expressed HG markers (Krt79+Krt17+Sox9+) (Fig. 6F) [10], which was mainly derived from the development of IFE with lineage plasticity and migration after injury in WIHN, indicating that trajectory 2 represented the de nono formation of new HGs in WIHN. Trajectory 3 originated from moderately differentiated keratinocytes and gradually underwent differentiation and maturity towards hair follicle, indicating that trajectory 3 represented the process of hair follicle development (Fig. 6A). Trajectory 4 originated from basal-like keratinocytes and underwent gradual differentiation, indicating that trajectory 4 represented the process of differentiation of the interfollicular epidermis.

To elucidate the distinct cellular states during epidermal differentiation and the generation of new hair follicles in the context of WIHN, we initially extracted the major cell clusters (clusters K0, K3, K6, K10) mainly composed of trajectory 3 and investigated the differentiation state of these keratinocytes through pseudotime analysis (Fig. 6H). 

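Diffusion pseudotime was computed over 470 keratinocytes of WT_LW and 1104 of TLR9agonist_LW, without cycling cells, in place of Monocle 2, and the order was split into 4 parts with 25% of the cells each. The paper ordered only clusters of its hair follicle trajectory, so the cells are not the same. The unnamed sub-cluster led by Elovl3, with 50 cells of WT_LW and 5 of TLR9agonist_LW, stayed in the order. Its effect on the parts was not tested. Bhlhe40, Zfp750, Grhl1 and Cebpa, with Areg and the EGF genes, were left out of the genes that set the order. The first part held 293 basal interfollicular epidermis-like cells, and the last part held 340 differentiated interfollicular epidermis-like cells. From the first to the last part, Cebpa rose from 36.0 to 158 CPM in WT_LW and from 69.0 to 163 CPM in TLR9agonist_LW. Grhl1 rose from 30.4 to 115 CPM and from 62.4 to 90.4 CPM. Zfp750 was highest in the second part in both libraries, and went from 39.0 through 120 to 84.1 CPM in WT_LW and from 115 through 175 to 138 CPM in TLR9agonist_LW. Bhlhe40 fell, from 274 to 99.2 CPM in WT_LW and from 309.9 to 181 CPM in TLR9agonist_LW. Over all keratinocytes the 4 genes had a median log2 ratio of 0.40, at percentile 98.0 of the random lists.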

As pseudotime progressed (Fig. 6H), the expression of many genes proved to be involved in maturity and differentiation in hair follicles such as Bhlhe40, Zfp750, Grhl1, Cebpa et al. [32] increased, indicating the developmental pattern (Fig. 6H). 

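The last 25% of the pseudotime order held 23.4% of the ordered keratinocytes of WT_LW (110 cells, 95% interval 19.6 to 27.5) and 25.7% of those of TLR9agonist_LW (284 cells, 23.2 to 28.4). The log2 ratio of 0.14 (−0.14 to 0.41) was within counting error of no difference. Across the alternatives tried it ran from −1.92, with the naming markers left out of the variable genes, to 0.75, with the stricter cell filter.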

Concurrently, there was a higher concentration of TLR9agonist cells in the late stages of the pathway, suggesting a stronger tendency towards hair follicle differentiation (Fig. 6H). To understand the role of AREG in hair follicle development, we also performed EGF scoring. 

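Along the pseudotime order, Areg went from 227 CPM in the first 25% of the cells to 69.0 CPM in the last 25% in WT_LW, and from 445 to 513 CPM in TLR9agonist_LW. The mean score of the EGF list went from −0.191 (SD 0.197) to −0.232 (SD 0.133) in WT_LW, and from −0.0308 (SD 0.185) to 0.0527 (SD 0.233) in TLR9agonist_LW. Without Areg in the list, the means went from −0.0933 to −0.109 in WT_LW and from −0.0587 to −0.0130 in TLR9agonist_LW.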

During the process of hair follicle development, both the expression of AREG and EGF scoring increased as the developmental pathway advanced (Fig. 6D, H), revealing the involvement of Areg and EGF in this trajectory. These results suggest that the expression of Areg and EGF were highly synchronous with multiple development trajectories of keratinocytes.

## Discussion

Since the discovery of the WIHN phenomenon, one of the most interesting and urgent phenomena to study is the requirement of sufficiently large wound areas for hair follicle regeneration. These hypotheses encompass a range of factors, including the unique mechanical topology of large wounds, the extent of tissue damage within such wounds, and the varying concentration and spatial distribution of signaling molecules that either promote or hinder regeneration in large wounds [53]. These hypotheses have received partial support through empirical evidence. Interestingly, previous investigations have documented a positive correlation between the size of wounds and their regenerative potential, whereby larger or more severely damaged wounds elicit more robust regeneration [4, 15]. In this study, we harnessed diverse wound types that encompassed different levels of injury on the dorsal skin to search for early, vital events linked damage-associated signals and the launch of repair and regeneration.

The recognition of damage-associated molecular patterns (DAMPs) and pathogen-associated molecular patterns (PAMPs) by pattern recognition receptors (PRRs) represents a fundamental mechanism in the initial response to tissue damage or pathogen invasion. In the aftermath of the activation of DAMPs and PAMPs, two pivotal steps must be orchestrated to facilitate tissue repair and regeneration: (1) the coordinated mobilization and activation of pertinent precursor cells, facilitating the reconstitution of damaged tissue structures, and (2) the induction of morphogenetic and regenerative pathways within both precursor cells and stromal cells [54]. The elucidation of the impact of PPR activation on the immune microenvironment may shed light on this inquiry. Activation of PPRs elicits intricate inflammatory responses, characterized by the recruitment, proliferation, and activation of diverse hematopoietic and non-hematopoietic cells, thereby initiating and coordinating tissue repair and defense responses [55].

In this study, we firstly identified the influence of DAMPs release and recognition of PPRs on the immune microenvironment and the repair process by assessing the number of regenerated hair follicles associated with varying degrees of injury. By analyzing bulk RNA sequencing data from large wounds with different levels of damage, we observed variations in the activation levels of TLRs and specifically TLR9. Previous research has demonstrated the involvement of TLRs, a significant subtype of PPRs, in damage sensing and the initiation of tissue repair and regeneration [56]. TLRs have also been implicated in the regeneration of skin wounds. For instance, TLR3 activation triggered by the detection of released dsRNA from injured cells upregulates IL-6 expression and induces STAT3 phosphorylation in epidermal keratinocytes and finally promotes the regeneration of hair follicles [9, 15]. However, TLR9 has often been overlooked due to its lower expression levels, being presumed to be expressed solely in response to skin injury or external stimuli in human and mouse skin [57, 58]. Gregorio et al. [20] found that tissue damage can activate plasmacytoid dendritic cells (pDCs) through TLR7 and TLR9-dependent pathways to enhance skin wound healing, without addressing the effect of TLR9 activation on various types of immune cells and whether they can affect hair follicle regeneration. Moreover, our study has not only confirmed the involvement of TLR9 in wound healing but also, for the first time, revealed its role in reactivating embryonic-like developmental programs by modulating the late immune microenvironment of the wound.

Furthermore, we discovered that the enhancement of large wounds compared to ordinary large wounds is primarily facilitated by the release of free mtDNA, which activates TLR9. During cellular trauma, mitochondrial DAMPs, including mtDNA containing CpG DNA repeats, have been observed to be released and activate TLR9, GMPAMP synthase-stimulator of interferon genes (cGAS-STING), and neutrophil extracellular traps (NETs) [24]. Previous studies have frequently associated mtDNA with NETs, which was demonstrated to impede WIHN, thus implying a negative effect of mtDNA on hair follicle regeneration [59]. Through meticulous in vitro and in vivo investigations, we discovered that lower levels of mtDNA can stimulate TLR9 activation and hair follicle regeneration (Fig. 2G). Although the WIHN phenomenon is absent in human skin, mtDNA has also been detected in cases of human tissue damage, accompanied by increased TLR9 expression, demonstrating a similar mechanism [24]. These findings offer novel insights into the activation of signaling receptors implicated in tissue damage, the orchestration of immune responses, and ultimately, the outcome of tissue repair and regeneration. Therefore, we proposed the hypothesis that greater tissue damage and promotes WIHN by inducing heightened activation of TLR9 pathway through mtDNA release in a dose-dependent manner.

As one of the key barrier cells residing in the skin, gamma delta T cells (γδT) have been found to play a vital role in detecting skin integrity, maintaining skin homeostasis, aiding in wound repair, preventing infection, and preventing malignant tumors [44, 60]. Specifically, wounding has been shown to up-regulate epidermal-derived IL-1α, which serves as a potent activator of γδT cells. In addition, γδT cells have also been suggested to be associated with Toll-like receptors (TLRs). The number of γδT cells decreases in skin wounds of TLR3−/− mice [15]. In addition, recent evidence has emerged that γδT plays a role in cutaneous wound healing [61]. In our study, we also observed that under stronger TLR9 activation levels, either through administering TLR9 agonists or enhancing tissue damage, there was an increase in the number of γδT cells in the wounds. Mice lacking γδT cells exhibited significantly impaired healing speed and follicle regeneration, and they could’t be rescued by TLR9 agonists or enhanced tissue damage, indicating that the function of TLR9 was mediated through γδT cells. Consequently, our research further underscores the critical role of γδT cells in sensing signals related to tissue damage and their key contribution to tissue repair and regeneration processes.

Previous literature has proposed several findings regarding the mechanisms by which γδT cells exert their effects on healing outcomes and their impact on keratinocytes. Activated γδT cells promote hair follicle stem cell (HFSC) proliferation and migration, thereby facilitating injury-induced hair regeneration [46, 47]. Furthermore, Gay [46] et al. proved that γδT plays a vital role in WIHN by secreting FGF9. However, in the context of larger wounds than models studied by Gay et al. [46], the FGF9 was barely detected in both groups from our data, suggesting that γδT cells may affect regeneration outcomes through other pathways in this condition. Additionally, our findings demonstrate that although most of the recruited γδT cells were IL-17-producing γδT cells, the addition or antagonism of IL-17A did not alter hair follicle regeneration outcomes. By analyzing the intercellular communication between γδT and multiple keratinocytes, we found γδT cells mainly affected keratinocytes by secreting AREG. The production of γδT promotes AREG secreted by keratinocytes through paracrine signaling, leading to a positive feedback loop that rapidly and significantly increases AREG levels.

AREG has been demonstrated to function as one of the alarm systems following injury. Recent studies have highlighted its crucial role in promoting epithelial cell proliferation and differentiation, particularly in the late stages of wound healing where it aids in resolving inflammation [62]. However, whether this promotion of keratinocyte differentiation is beneficial for WIHN remains unclear. Some observations suggest that AREG promotes interfollicular epidermal fate at the expense of consuming keratinocytes’ fate [63]; yet, other research has found that AREG enhances hair follicle neogenesis [64]. Given the impact of the late-stage inflammatory environment on cell fate and the complexity of stem cell fate in WIHN, we think that further experimental evidence is needed to fully understand the role of AREG. Our single-cell analysis and experiments revealed that AREG affects the expression of genes such as *Twist1, Twist2, Wnt10b*, and *Ctnnb1* in keratinocytes and significantly influences the multiple processes and cell fates of keratinocytes, including the process of hair follicle development, the *de nono* formation of hair germs and the self-renew of bulge HFSC. Our study not only sheds new light on the role of γδT cells in wound-induced hair neogenesis (WIHN), but also provides explanations for how these cells interact with injury-related signals and ultimately affect the behavior of matrix cells involved in repair.

Our work raises more questions that need to be addressed for the field. Firstly, one of the critical questions is whether similar mechanisms exist in humans. As previously discussed, TLR9 expression is up-regulated in human keratinocytes after injury [57], and γδT cells also exist in the human dermis. Furthermore, AREG-producing γδT cells have been identified in tumors, promoting the proliferation of tumor epithelial cells and exhibiting wound healing functions [65]. Therefore, it remains to be determined whether γδT cells in human skin will be similarly affected by TLR9 stimulation and produce AREG in response to skin injury. Additionally, aside from dermal γδT cells, will skin injury and TLR9 activation also affect epidermal DETCs or macrophages? DETCs, as one of the critical cells that reside in the epidermis and monitor the status of adjacent keratinocytes through dendritic projections, undergo rapid morphological and functional changes in response to epithelial damage [66]. Although we were unable to collect sufficient DETCs for analysis due to the limit of single-cell transcriptome cell numbers in this study, the extent of tissue damage and how TLR9 affects DETCs remain important issues worthy of further research. 

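In macrophages and dendritic cells, 23 genes of the Wnt pathway list had a median log2 ratio of −0.23 (interval −0.32 to −0.13), at percentile 66.9 of the random lists. It was 0.03 relative to the median gene of the class, so the direction depended on the scaling. The phagocytosis list, with 26 genes counted in these cells, had a median of −0.30 (−0.35 to −0.24), at percentile 3.59, or −0.04 relative to the median gene.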

In apart, lower WNT signaling in macrophages and fibroblasts and phagocytosis of macrophages were observed in TLR9 activated group within a few days after re-epithelialization, as reported in Gay et al. [8]. Could TLR9 function through similar mechanisms that inhibit late excessive and prolonged WNT activation? In the future, we will explore the detailed mechanisms by which TLRs influence other processes of skin repair and regeneration and to investigate whether any of these mechanisms could explain the healing outcome changes and the lack of WIHN in humans.

## Materials and methods

### Ethical approval

The experimental procedures undertaken in this study were granted ethical approval by the Institution Review Board of West China Hospital of Stomatology, Sichuan university (Approval No. WCHSIRB-D-2023-018).

### Sex as a biological variable

Our study examined male mice because male animals exhibited less variability in phenotype.

### Excisional wound model and implantation procedures

Male wildtype C57BL/6J mice (Dossy Experimental Animals Co., Ltd.) and C57BL/6Smoc-Tlr9em1Smoc mice (TLR9^−/−^ mice) (Cat. NO. NM-KO-190168) ((Shanghai Model Organisms Center Inc., Shanghai, China, aged 6–8 weeks and weighing approximately 20 g, were utilized for the research. Genotyping of the Tlr9 locus was performed using the following primers: 5′-GCTCTCCCACTTTCTCTTCCTCTC-3′ and 5′-TGCCGCCCAGTTTGTCAG-3′ for the wild-type allele, and 5′-TGCCGCCCAGTTTGTCAG-3′ and 5′-ACGGGAAAAGGGTGGGTGTG-3′ for the Tlr9 knockout allele. The mice were housed under standard conditions including a temperature range of 21–27 °C, a humidity level of 40–70%, and a 12-h light–dark cycle with ad libitum access to food. The number of animals utilized for each experiment is specified in the figure legends. Circular full-thickness wounds with diameters of 0.6 cm or 1.8 cm were created on the dorsal skin of the mice. The mice were divided into several groups for further study: large wounds (1.8 cm diameter) treated with PBS (WT_LW) or TLR9 agonist in the wound bed (TLR9agonist_LW), and small wounds (0.6 cm diameter) treated with PBS (WT_SW). Additionally, to investigate the effects of different degrees of damage, three types of large wounds (1.8 cm diameter) with additional incisions were designed and used: dotted WT_eLW with 6–8 poke points through the epidermis and dermis, parallel WT_eLW with 6-8 short incisions parallel to the cutting edge, and vertical WT_eLW with 6–8 radial short incisions perpendicular to the cutting edge. Mice were euthanized at 1–4 weeks after the surgery, and round full-thickness samples with diameters of 10 mm (for small wounds) or 25 mm (for large wounds) were harvested. To investigate the function of CCL2, IL-17A, and AREG, anti-CCL2 (26161-1-AP, Proteintech) at a dosage of 10 μg per mouse, or anti-IL-17A (PAB30184, Bioswamp) at a dosage of 10 μg per mouse, or anti-AREG (66433-1-Ig, protech) at a dosage of 15 μg per mouse was injected into the wound bed at postoperative day (PWD 0, 3, and 6. Rabbit IgG served as the control antibody (30000-0-AP, Proteintech) in all cases.

### RNA isolation and real-time PCR

For in vivo mouse samples, isolation of total RNA was conducted after homogenization using the RNeasy Mini Kit (Qiagen, 74106) as appropriate. RNA concentration and purity were determined using the NanoDrop2000c (Thermo Fisher Scientific. Reverse transcription of RNA into cDNA was accomplished with the PrimeScript RT reagent Kit with gDNA Eraser (RR047A, Takara, followed by quantitative RT-PCR (qRT-qPCR) using the TB Green® Premix Ex Taq™ (Tli RNaseH Plus) (RR420A, Takar(A). Data were normalized to GAPDH expression utilizing the 2^-ΔΔCT^ method. The standard deviation (SD) of samples carried out in technical triplicates was represented by error bars. The supplemental materials contain the primers used for RT-qPCR.

### Cell culture and scratch test

Since TLR9 expression is primarily documented in monocytes-macrophages in existing literature, we utilized TRAIL-resistant human acute myeloid leukemia cells (THP-1) for our research. THP-1 cells were obtained from the cell library of the Chinese Academy of Sciences Cells after undergoing multiple tests including mycoplasma detection, endotoxin testing, and DNA fingerprinting. The THP-1 cells were cultured in RPMI medium supplemented with 10% FBS, 100 U/mL penicillin, and 100 mg/mL streptomycin at 37 °C in a 5% CO_2_ incubator. Scratch assays were employed on densely adherent M0-THP1 cells to simulate tissue injury, following the method used by Nelson et al. [7]. To induce differentiation of THP-1 cells into a macrophage-like phenotype, 106 THP-1 cells were transferred to each of the six-well plates and cultured with 100 ng/mL phorbol 12-myristate 13-acetate (PMA) (P8139, Sigma-Aldrich) for 24 h. Eight scratches were made in cells within each well.

Human HaCaT cell lines were obtained from the cell library of the Chinese Academy of Sciences and cultured in RPMI medium supplemented with 10% FBS, 100 U/mL penicillin, and 100 mg/mL streptomycin at 37 °C in a 5% CO_2_ incubator. The influence of AREG was studied by adding different concentrations of recombinant AREG protein (100, 500, 1000 ng/mL) (P15514, novoprotein) to the culture medium for 48 h.

### Extraction and copy number determination of cell-free mtDNA

To detect the copy numbers of mtDNA, the DNeasy Blood & Tissue Kit (QIAGEN) was utilized following the manufacturer’s instructions to isolate the cell-free mtDNA in plasma and cell supernatant. Quantitative real-time PCR analyses were conducted to determine the mtDNA copy number in samples, using plasmids expressing mouse or human Cytochrome (CytB) with known copy numbers as standards. The mouse or human CytB sequences were inserted into the pUC57 plasmid, transformed and amplified in *Escherichia coli* (*E. coli*). The recombinant plasmid DNA was isolated from the bacteria and sequenced to confirm the sequences and acquire the DNA mass. The copy numbers of plasmids were determined by the formula: (6.02 × 10^23^) (OD26050)/(base number6601014) = copies/μL. Standard plasmids with concentrations of 100, 10, 1, 10^−1^, 10^−2^, 10^−3^, 10^−4^, 10^−5^, 10^−6^ ng/μL were diluted from the plasmids. The samples with standard substances were subjected to RT-PCR simultaneously. The CT-copy number standard curve was calculated using the data of standard plasmids, and the copy numbers of samples were calculated using the same formula.

### Extraction and application of mtDNA

The Mitochondrial DNA isolation kit (ab65321) was used according to the manufacturer’s instructions to extract mtDNA from mouse liver for injection into wound beds. The concentration and purity of mtDNA were determined using the NanoDrop2000c and stored at −20 °C. For injection into wound beds, 20 μg (mtDNA^lo^_LW) and 80 μg (mtDNA^hi^_LW) of mtDNA were used at PWD 0, 3, and 6. For in vitro tests, 100 ng/mL mtDNA was added to the cell culture medium for 24 h.

### Bulk-RNA sequencing

Bulk-tissue RNA sequencing was conducted using three to four replicates of mice skin wounds in each group using standard methods to make sure samples were strictly controlled for quality. The Illumina sequencing of the libraries was performed. Through z-transformation of fragments per kilobase of transcript per million mapped reads of the selected gene, gene expression was analyzed. Differential expression analysis of two groups (three biological replicates per group) was performed using the DESeq2 R package (v1.32.0). A *p* value < 0.05 and |log2(foldchange)| > 1.5 were set as thresholds for significant differential expression. We used the cluster Profiler R package to test the statistical enrichment of marker genes in KEGG and GO pathways.

#### Single cell RNA sequencing

##### Tissue dissociation

For scRNA-seq analysis, we collected five fresh samples at 2 days post scab detachment (SD2) per group. The wound tissues underwent enzymatic epidermal-dermal separation using the Epidermis Dissociation Kit (Epidermis Dissociation Kit, mouse; Miltenyi Biotec followed by dissociation of the epidermis and dermis parts. The resulting cells were then filtered, centrifuged, and resuspended in phosphate-buffered saline (PBS) with 0.5% bovine serum albumin (BSA). The dermis part was further dissociated using a mixed enzyme solution containing type I collagenase and trypsin, digested, and then processed similarly to the epidermis part. Subsequently, the dermis cells were combined with the epidermis cells after being subjected to red blood cell lysis buffer and removal of dead cells and debris by Dead Cell Removal MicroBeads (Miltenyi).

### Sequencing and data processing

Single-cell suspensions were used for Single-Cell RNA-seq (10x Genomics Chromium Single Cell Kit), followed by sequencing using an Illumina 1.9 mode. Subsequently, the reads were aligned, and expression matrices were generated using the Cell Ranger pipeline software. Downstream computational analysis involved merging different samples into one Seurat object using the RunHarmony function and performing filtering, normalization, scaling, canonical correlation analysis, principal component analysis, and dimensionality reduction using various R packages. Unsupervised clustering and differential gene expression analysis were carried out, followed by gene set enrichment analysis and receptor-ligand probability prediction among cell subpopulations.

### Pseudotime analysis

We utilized Monocle 2 for pseudo-temporal trajectory analysis to elucidate cell differentiation trajectories. These sophisticated algorithms position cells along a trajectory that corresponds to a specific biological process, such as cell differentiation, leveraging the distinct asynchronous progression of individual cells within an unsupervised framework [67, 68]. In the analysis, raw count data of highly variable genes, identified using the FindVariableGenes function from the Seurat package (with parameter y.cutoff = 0.5), were employed for pseudo-temporal trajectory analysis.

### RNA velocity analysis

ScVelo package was employed to perform RNA velocity analysis, which allowed for the identification of transient cellular states and prediction of directional progression of transcriptomic signatures along developmental trajectories. This analysis was based on gene-specific rates of transcription, splicing, and degradation of mRNA, with the results projected as a stream of arrows on the UMAP Embedding.

### Gene signature scoring based on scRNA-seq data

In the assessment of module scores and enrichment fractions for EGF pathway genes and cell cycle related genes’ expression in individual cells, the scRNA-seq data underwent AddModuleScore() computation. The hallmark genes, associated with the EGF or cell cycle in GO terms, were obtained from the Molecular Signatures Database (http://www.gsea-msigdb.org/gsea/msigdb/index.jsp) and utilized as the gene signature for scoring.

### Histopathology, Immunohistochemistry, and immunofluorescence microscopy

For histopathology, immunohistochemistry, and immunofluorescence microscopy, the samples were fixed with 4% paraformaldehyde and underwent ethanol and xylene dehydration at least 24 h beforehand. H&E staining and Masson’s trichrome staining were performed to observe re-epithelialization and collagen fiber deposition. In addition, frozen sections were collected for antibodies that can only be stained for IF-Fr. The primary antibodies used for immunofluorescence staining were as follows: TLR9 (Abcam, Ab134368, 1:150), IRF7 (sc-74472, Santa Cruz Biotechnology, 1:133), EEA1 (C45B10, Cell signaling technology, 1:133), CD3 (14-0032-82, Thermo Fisher Scientific, 1:100), Ki67 (Servicebio, GB121141, 1:100), TCR γ/δ (118101, Biolegend, 1:150), Goat Anti-Armenian hamster IgG H&L (Alexa Fluor® 647) (ab173004), CCL2 (26161-1-AP, Proteintech, 1:150), and AREG (16036-1-AP, Proteintech, 1:200). Biopsy sections were de-paraffinized and underwent antigen retrieval using Target Retrieval Solution. After washing and permeabilization with Tris-buffered saline (Quality Biological, 351-086-101) and 0.1% Tween 20 (Sigma, P2287) (TBST) buffer, the sections were blocked with 5% sheep serum and 1% Bovine Serum Albumin (BSA) (Fisher Bioreagents, BP9703-100) at room temperature for 1 h. Subsequently, the sections were incubated with the primary antibodies (as mentioned above) diluted in Antibody Diluent (Agilent Dako, S0809) overnight at 4 °C. After washing with TBST, the sections were incubated with fluorescent binding secondary antibodies at room temperature for 1 h. Following a final wash, the cell nuclei were stained with DAPI, and the sections were mounted with mounting medium. Immunofluorescent images were analyzed using DFC365FX (Leica or Olympus FV3000 Confocal Laser Scanning Microscope and processed with FIJI/ImageJ (National Institutes of Health, Bethesda, MD).

### Western blot analysis

To perform western blot analysis, protein lysates were extracted from the wound bed of three different types of snap-frozen skin tissue: WT_LW, TLR9agonist_LW, and WT_eLW. The proteins (15 µg per lane) were then separated using sodium dodecyl sulfate (SDS)-polyacrylamide gels and transferred to polyvinylidene fluoride membranes. After being blocked with 5% BSA, the membranes were incubated overnight with primary antibodies obtained from Cell Signaling Technology, Inc. (Danvers, MA), which included CCL2 (26161-1-AP, Proteintech, 1:500), AREG (16036-1-AP, Proteintech,1:400), IL-17A (sc-374218, Santa Cruz, 1:500), and GAPDH antibody (sc47724, Santa Cruz, 1:5000). The membrane was then washed and incubated with secondary horse radish peroxidase-labeled antibody. Bands were visualized using FluorChem E (ProteinSimple, San Jose, CA). Densitometry graphs were obtained by quantifying the phosphoprotein and total protein bands through densitometry with the use of Image-Pro Plus software (Media Cybernetics, Inc., Rockville, MD. Full and uncropped western blots were present in the supplemental materials.

### ALP staining

Whole-mount HFN assay to detect ALP+ dermal papilla (DP) was performed following the protocols in [4].

### Flow cytometry analysis

For flow cytometry analysis, single cells were digested from skin wounds and pre-incubated with purified anti-CD16/CD32 antibody (101301, BioLegend (1.0 μg per 106 cells in 100 μl volume) for 5–10 min to block Fc receptors. The cell suspensions were then co-incubated with fixable viability dye (eFluor™ 780, 65-0865-14, eBioscience) and antibodies against surface markers CD45(PE/Cy7, 147703, BioLegend, Cd3e(APC, 100311, BioLegend, CD4(FITC, 11-0041-82, eBioscience), CD8a(Alexa Fluor™ 700,56-0081-82, eBioscience), and TCRγ/δ(eflour-450,48-5711-82, eBioscience) at 1:400 dilution for 30 min at 4 °C in the dark (100 μl per antibody per sample). After fixation and permeabilization, cells were incubated with antibodies against intracellular marker IL-17A (PE,12-7177-81, eBioscience) at 1:400 dilution for 30 min at 4 °C in the dark (100 μl per antibody per sample). Fluorescence Minus One (FMO) groups were applied in every test. Flow cytometry analysis was performed using Attune Nxt flow cytometer (Thermo Fisher Scientific and FlowJo (v10.8.1). The experiments were performed independently three times (*n* = 3).

### Statistics and reproducibility

Statistical analyses were performed with Case Viewer software, Image J software, and Prism 9.0 software using two-tailed *t*-tests/ *t*′-test or one-way analysis of variance (ANOVA)with Tukey post-hoc test. Prior to performing t-tests or ANOVA, distributional checks were conducted to ensure normality. For multiple group comparisons, a test of homogeneity of Variance was conducted, and ANOVA analysis was applied only after confirming similar variances. Data were presented as mean ± standard deviation, and a p-value less than 0.05 was considered statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001), while ns indicates no statistically significant difference.

For normally distributed data, outliers were primarily identified by excluding values that deviated more than 3 standard deviations from the mean. For non-normally distributed data, outliers were determined using a box plot approach, where values below (Q1 − 1.5IQR) or above (Q3 + 1.5IQR) were considered outliers. These criteria were established based on standard statistical analysis practices.

Random group assignment was conducted using a randomized design. Animals were initially ordered by their original body weight from smallest to largest, then random numbers were generated from a random number table to determine group allocation.

Blinding procedures were implemented as follows: each animal was assigned a unique numeric code with concealable group information during model construction and grouping. During data collection, information was gathered while concealing group details. Subsequently, data analysis and processing were performed by another researcher who was also blinded to the group allocations.

### Supplementary information

Supplemental file1-figures and tables

Supplemental file2-uncropped gels

## Data Availability

The sequencing data in this study were deposited in the NCBI Gene Expression Ominbus (GEO) under accession number GSE272509. All other data supporting the findings of this study are available within the article and its supplementary files. Any additional requests for information can be directed to, and will be fulfilled by, the corresponding authors.

# Supplementary material for: TLR9 activation in large wound induces tissue repair and hair follicle regeneration via γδT cells
**Source:** Cell Death Dis. 2024 Aug 17;15(8):598. doi: 10.1038/s41419-024-06994-y
**Supplement:** Supplementary file 1 — Supplemental file1-figures and tables

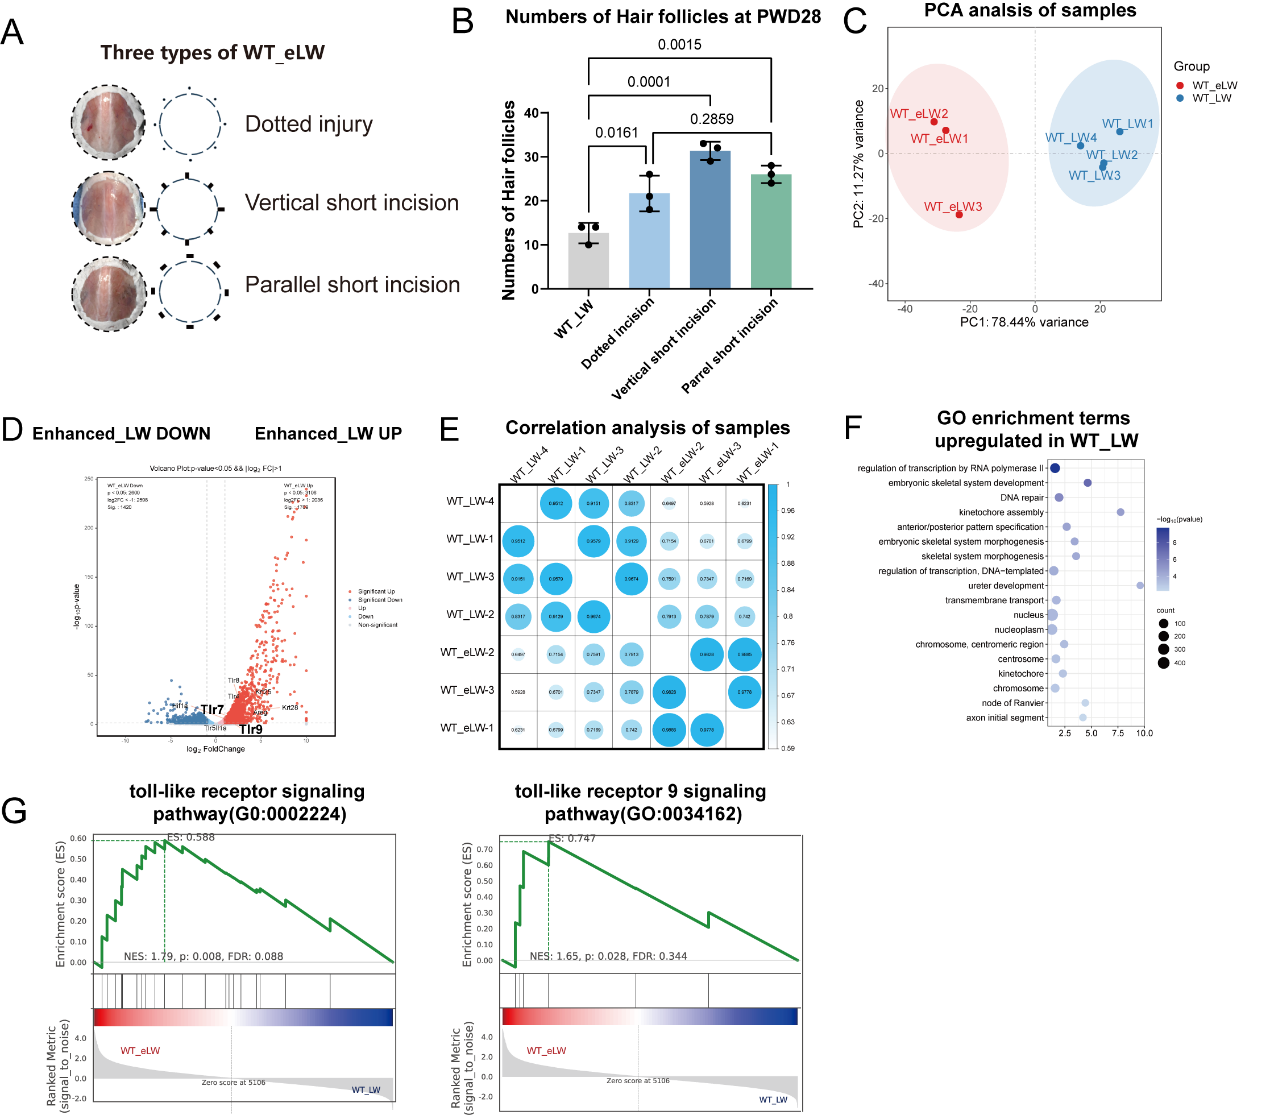

**Fig S1. Evaluation of the wound healing process with WT_eLW.** **A)** The three types of WT_eLW and the wound models. **B)** Number of regenerated hair follicles in PWD28. Statistical analysis was performed using one-way ANOVA with Dunnett’s multiple comparisons test. n=3 for each group. **C)** The PCA analysis of bulk-RNA sequence samples. **D)** The volcano plot showing the genes expressed in WT_eLW and WT_LW. The threshold for screening differential genes was p-value<0.05 and |log2FC|>1. **E)** Correlation analysis heatmaps of WT_eLW and WT_LW. **F)** GO terms enriched in WT_LW. **G)** The GSEA enrichment analysis of toll-like receptor signaling pathway and toll-like receptor 9 signaling pathway. All error bars ±SD.

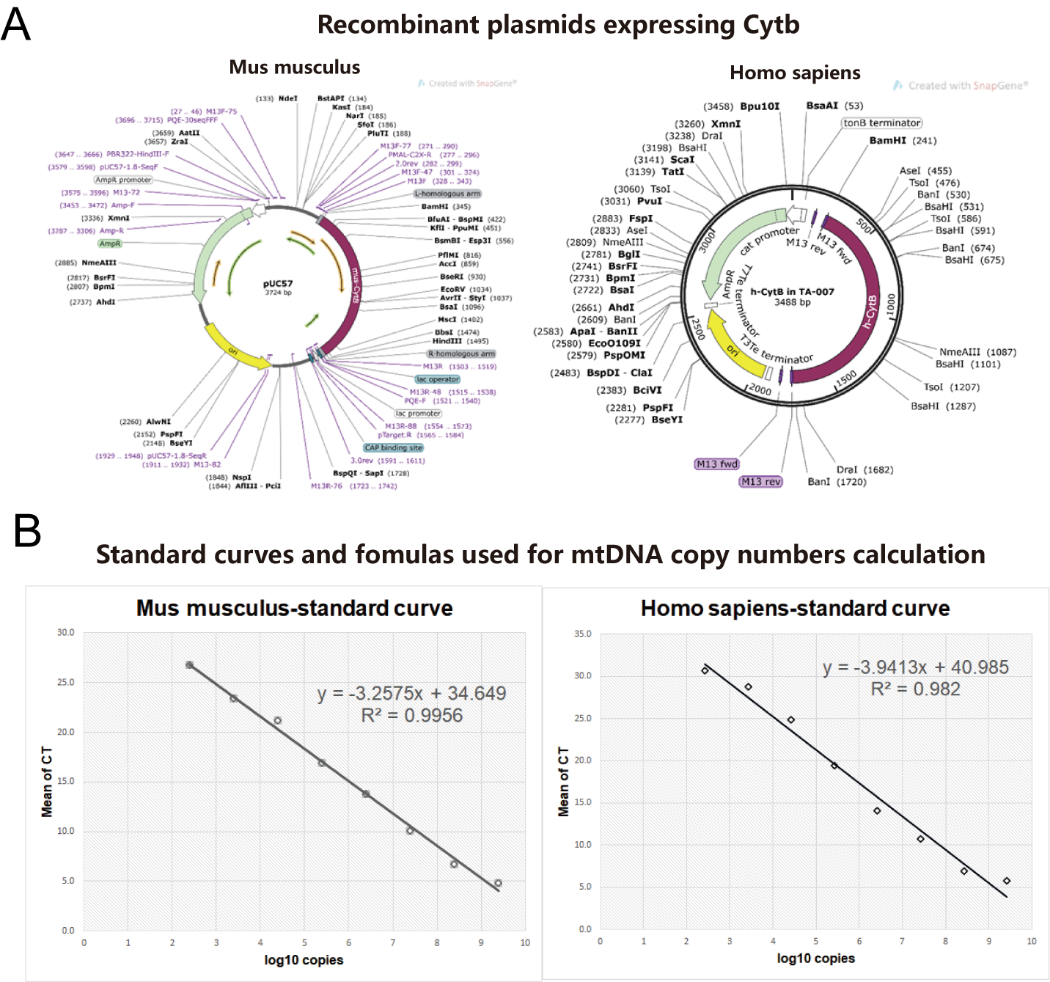

**Fig S2. A)** The recombiant plasmids expressing cytb of mus musculus and homo sapiens, respectively. **B)** Standard curves and formulas between CT number and copy numbers calculated by plasmids standards.

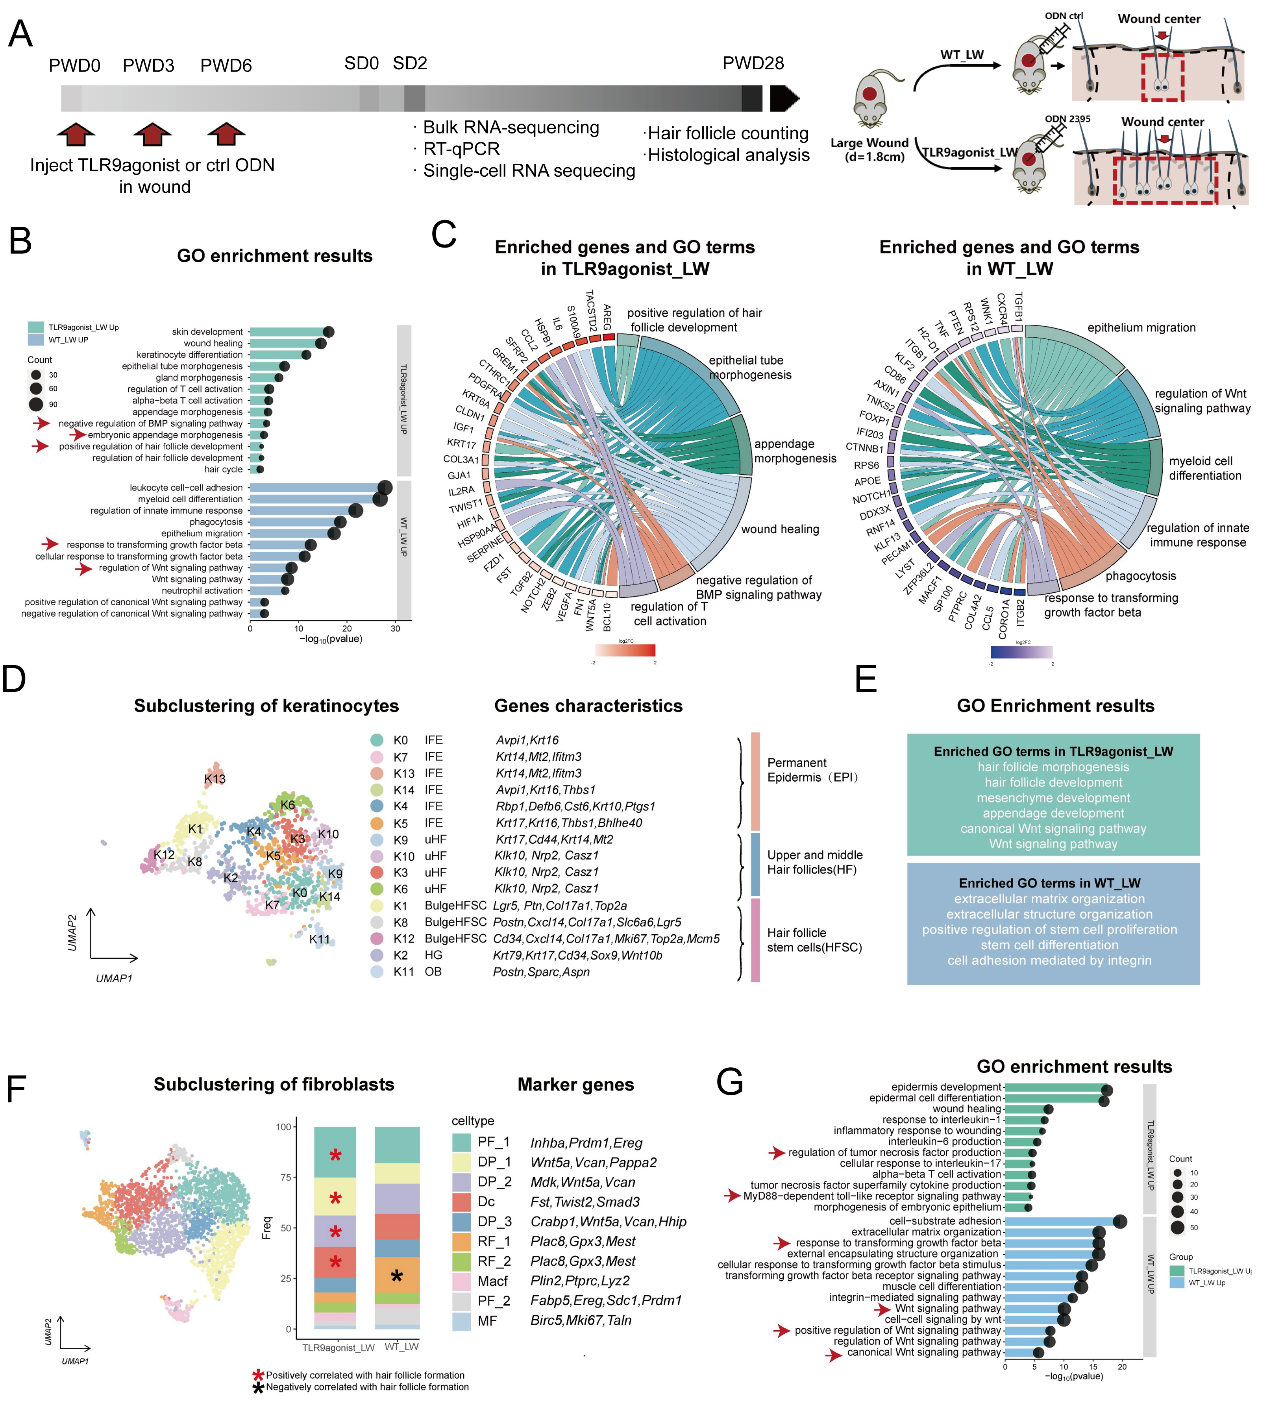

**Fig S3. The subcluster and analysis of neutrophils and macrophages. A)** Workflow for evaluating the function of TLR9 and mtDNA in large-scale wound healing. The second day after scab detachment (SD2) was chosen as our observation time for hair follicle neogenesis. **B)** The subclustering of neutrophils and relative cell ratios and marker genes. **C)** The subclustering of macrophages and dendritic cells. **D)** The annotations and marker genes of macrophages and dendritic cells. **E)** The KEGG enrichment terms for every subclusters. **F)** The expression of phagocytosis related genes in macrophages and dendritic cells. And the genes in wnt pathway of all cells and fibroblasts. **G)** The expression of inhibitors of wnt pathway in all cells.

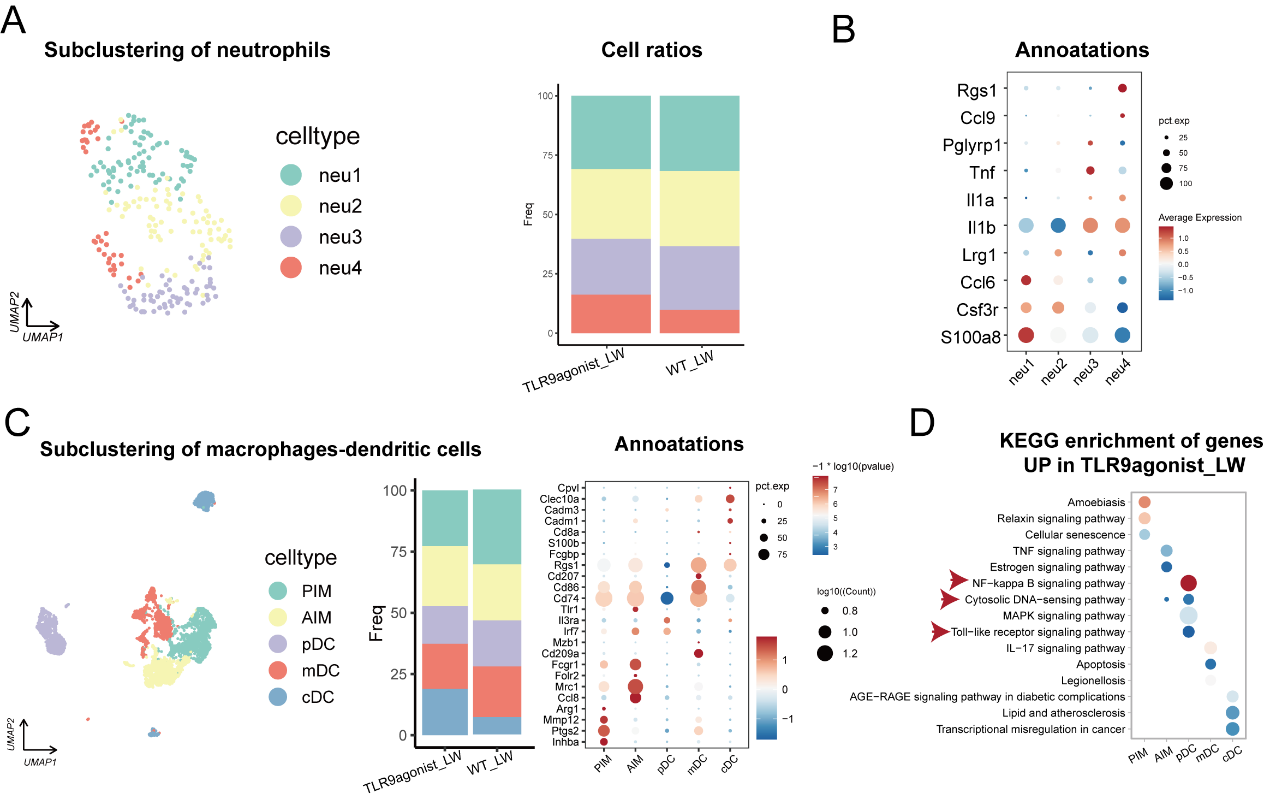

**Fig S4. The subcluster and analysis of neutrophils and macrophages. A)** The subclustering of neutrophils and relative cell ratios. B) Marker genes used for annotations of neutrophils. **C)** The subclustering, annotations and marker genes of macrophages and dendritic cells. **D)** The KEGG enrichment terms for every subclusters.

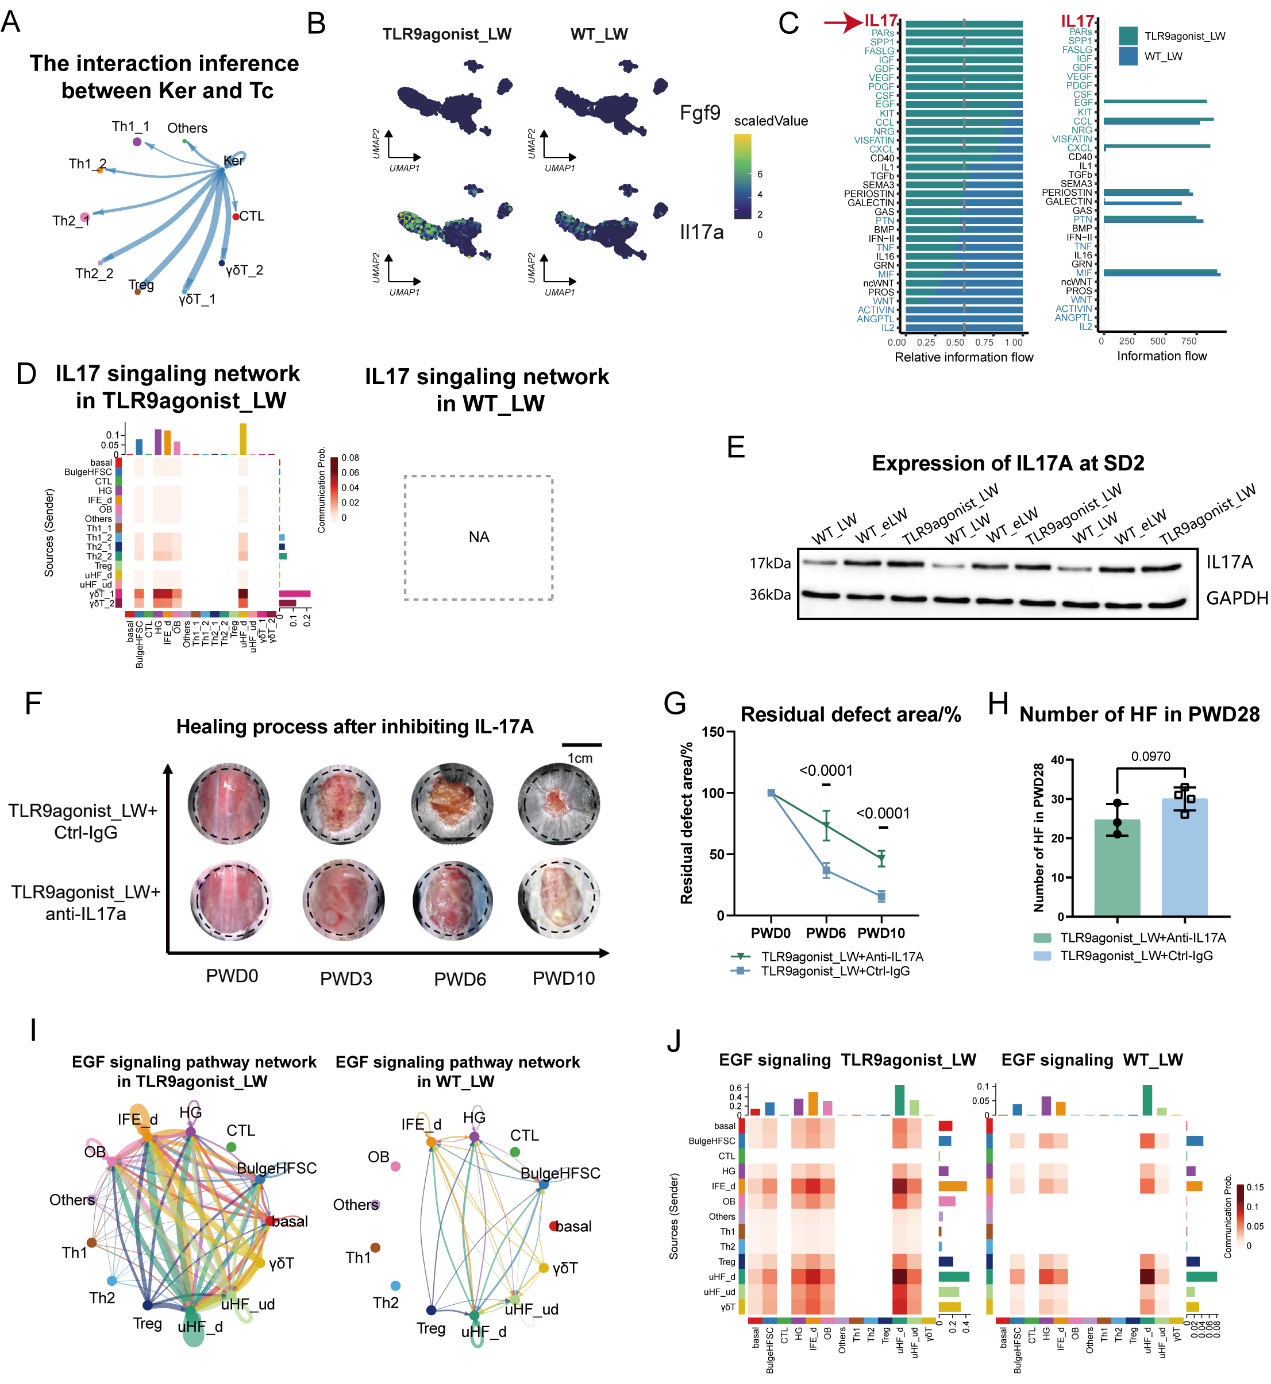

**Fig S5. The function of γδT in promoting WIHN is not dependent on IL-17A. A)** The chord graph showing the interaction inference between Ker (keratinocytes) and Tc (T cells). **B)** The expression of Fgf9 and IL-17a in scRNA data. The feature plots showing the expression of IL-17a in T cells were mainly in γδT cells and the expression levels were different in TLR9agonist_LW and WT_LW. **C)** The differential interaction pathways in TLR9agonist_LW and WT_LW. **D)** The IL-17 interaction networks between T cells and keratinocytes in TLR9agonist_LW and WT_LW. **E)** The expression of IL-17A in WT_LW, WT_eLW and TLR9agonist_LW at SD2 was detected by western blotting. GAPDH was used as loading control. **F)** The photos of wounds in TLR9agonist_LW injected with Ctrl-IgG (30000-0-AP, Proteintech), or anti-IL-17A (10μg per time per mouse. PAB30184, Bioswamp). Pictures were taken from same mice in the time span. **G-H)** The changes of healing speeds and regeneration outcomes after injection of anti-IL-17A or Control-IgG into the wound bed at PWD 0,3,6. n=3-4 for each group. **I)** The chord plots showing the EGF signaling pathway network between T cells and keratinocytes in TLR9agonist_LW and WT_LW. The interaction of EGF pathway between T cells and keratinocytes was mostly between γδT cells to uHF_d, IFE_d, OB and HG. **J)** The heatmaps showing the EGF signaling pathway network between T cells and keratinocytes in TLR9agonist_LW and WT_LW.

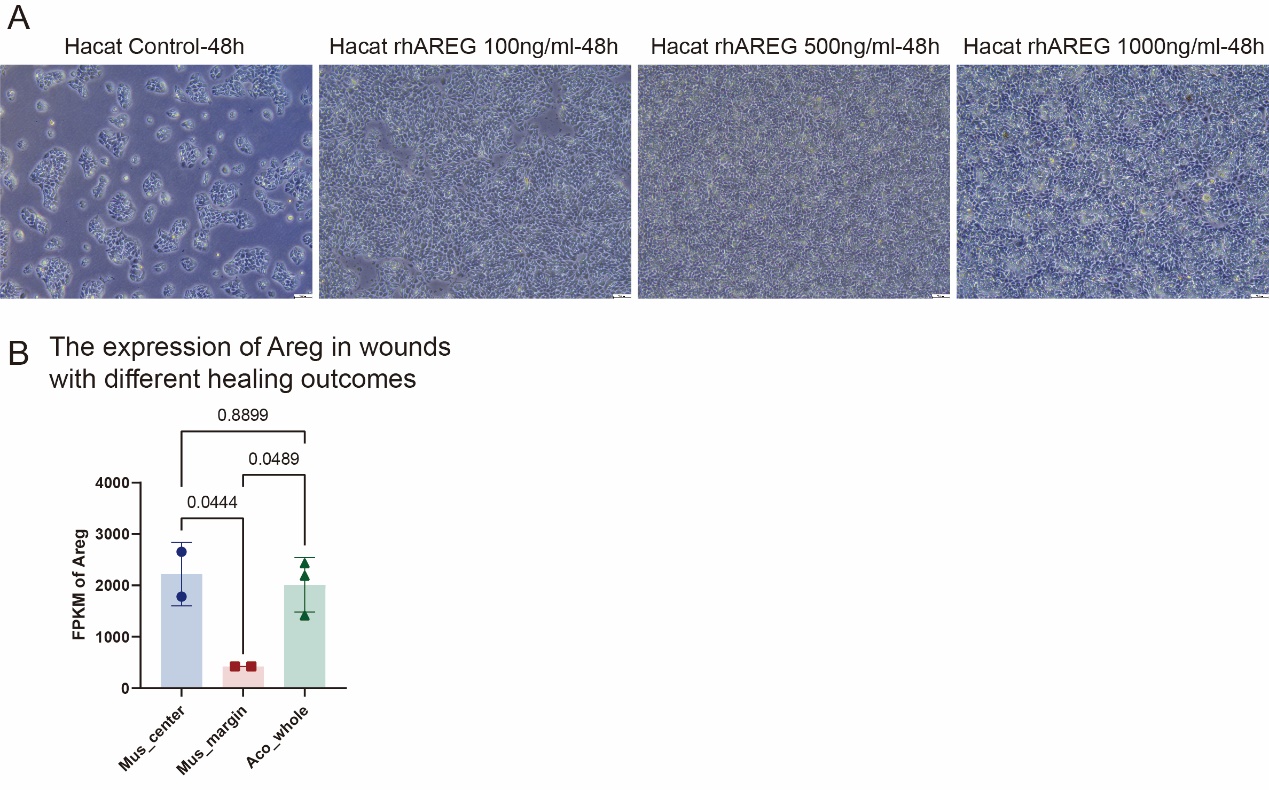

**Fig S6. The effect of recombinant AREG to Hacat after 48h. A)** The differential appearance of cells growth after being cultured with mouse recombinant AREG protein (100ng/mL, 500ng/mL, 1000ng/mL) (P15514, novoprotein) in the culture medium for 48h. **B)** The FPKM (fragments per kilobase of transcript per million fragments) of Areg in wounds with different WIHN outcomes from GSE159939. The wound center at PWD14 in Mus musculus (high-WIHN) and the whole wound at PWD14 in Acomys spiny mice (high-WIHN) have higher expression level of Areg than the wound margin at PWD14 in Mus musculus (low-WIHN).

**Table S1: Primers used for RT-qPCR:**

| Gene symbol | Species | Forward (5’-3’) | Reverse (3’-5’) |
| --- | --- | --- | --- |
| Cytb | Mouse | TGAGGGGGCTTCTCAGTAGA | CTGTTTCGTGGAGGAAGAGG |
| Cytb | Human | ATGACCCCAATACGCAAAAT | CGAAGTTTCATCATGCGGAG |
| Tlr9 | Mouse | TGTGAGCTGAAGCCTCATGG | GGACAGGTGGACGAAGTCAG |
| Tlr9 | Human | CTGCGTTTTGTCGAAGACCA | CCCACCTGTCACTCAAGTACA |
| Areg | Human | TGAGATGTCTTCAGGGAGTG | AGCCAGGTATTTGTGGTTCG |
| Wnt10b | Human | CATCCAGGCACGAATGCGA | CGGTTGTGGGTATCAATGAAGA |
| Twist1 | Human | GTCCGCAGTCTTACGAG | CACGCCCTGTTTCTTTG |
| Twist2 | Human | AGAAGTCGAGCGAAGATG | CCTGGTAGAGGAAGTCTATG |
| Bmp6 | Human | CAGCCTGCAGGAAGCATGAG | CAAAGTAAAGAACCGAGATG |
| β-actin | Mouse/Human | CCAACCGTGAAAAGATGACC | ACCAGAGGCATACGGGACA |

How the deposited data were processed for this re-analysis (not part of the article)

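Single-cell RNA of the wound centre 2 days after scab detachment was measured in 2 libraries, WT_LW and TLR9agonist_LW, each made from cells pooled from several mice. For both libraries the authors deposited raw UMI counts per gene and cell, made with Cell Ranger and limited to the barcodes it called as cells, without normalization. The files' barcode and gene lists only name the cells and genes of these counts. The genome build used by the authors is not named in the paper's text, so positions come from the GENCODE annotation of GRCm38, joined by Ensembl identifier.

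The deposited cells of WT_LW held 99374045 UMIs and those of TLR9agonist_LW 132339022 UMIs. After the filter (at least 500 UMIs, at least 300 genes, at most 15% mitochondrial UMIs), 11443 and 13206 cells remained, and after removal of predicted doublets 10395 cells with 78488820 UMIs and 11811 cells with 104591710 UMIs. The median share of mitochondrial UMIs was 2.92% in WT_LW and 1.98% in TLR9agonist_LW. Doublet scores followed the Scrublet method in an implementation written for these data, because the published doublet packages were not installed. Of 500 doublets made from cells of WT_LW, 41.4% were removed at the same rate, so many doublets remain.

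The counts were processed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2 and matplotlib 3.10.9. Counts were log-normalized to 10000 per cell. Clustering used 2000 variable genes and 30 principal components over all cells, and 1500 variable genes and 20 components within a class. The Harmony algorithm was implemented for these data with theta 2, sigma 0.1, lambda 1 and 10 rounds. A graph of 20 nearest neighbours was clustered with the Leiden algorithm at resolution 1, with seed 0. The genes reported as results were left out of the variable genes.

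Clusters were named from marker lists, when at least 3 markers were detected in at least 10% of the cells at a log2 fold of at least 0.5. The naming rule was revised several times after the contents and the counts per library of the clusters had been seen, with the shares of the study in view. It first required a log2 fold of at least 1 and considered only the best-scoring type, and rules for ties and for setting clusters aside were added later. The revisions followed papillary fibroblast-like sub-clusters, a γδT-like sub-cluster and a CD8 and NK cluster that had stayed unnamed, and cells with few UMIs among keratinocytes. Clusters led by genes of another class or by debris were set aside, which took 1228 cells of WT_LW and 1341 of TLR9agonist_LW. Certain genes, among them T cell receptor genes, are not reported here, and the names of γδT-like cells rest on Cd163l1, Blk and Sox13.

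With 1 library per group no test between groups was possible, so no p-value, standard error or number of changed genes is given. UMIs were summed over the cells of a class in each library and given as CPM with exact Poisson 95% intervals, and ratios carry the exact interval given the total count. Shares of cells carry exact Clopper-Pearson 95% intervals. All intervals cover counting error only. Detection was compared in cells thinned to 1500 UMIs, and cells with fewer were left out. Cell cycle scores used a threshold of 0.1. A gene list was summarised by the median log2 ratio of its genes with at least 50 UMIs in the class, and by its percentile among 10000 random lists matched on mean expression. The lists were the S and G2M phases, hair follicle stem cells, hair follicle development, the Wnt pathway, the TGF-beta response, phagocytosis, extracellular matrix, TLR and NF-kB signalling, cytosolic DNA sensing, protein secretion and translation. Further lists were the EGF family ligands, EGF receptor signalling without Areg, CCR2 ligands, the IL-17 family and its receptors, γδT17 features, the genes of Fig. 6, the type I interferon response, dissociation stress, Toll-like receptors and sex genes. All were written from general knowledge and the paper.

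The text names each gene the paper names for these data and the genes of the short lists. In γδT-like cells, keratinocytes, fibroblasts, and macrophages and dendritic cells it also names the 3 genes with the highest and the 3 with the lowest ratio among genes with at least 200 UMIs in the class and at least 10 in each library. The rule, the marker lists, the gene lists and 10 of the alternative settings were fixed before the data were examined. Diffusion pseudotime replaced Monocle 2, which was not installed, and CellChat and RNA velocity were not run.

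Beside the 10 settings fixed at the start, 6 were added after the files were seen, and together they were applied to 27 results. The first were a stricter cell filter (1500 UMIs, 800 genes, 8% mitochondrial UMIs), doublets kept, no Harmony correction, Leiden resolution 2, all variable genes, equal weight per cell, median-centred scaling, list genes with at least 10 UMIs, a cell cycle threshold of 0.05, and the last 10% of pseudotime. The added settings were a marker log2 fold of at least 1, the naming markers left out of the variable genes, set-aside cells kept, the sub-cluster led by Il17f counted as γδT-like, cycling T cells assigned to T cell classes, and the sub-cluster led by Cd74 left out of the fibroblasts. A gate on T cell receptor genes, also planned, was not run. For Krt17 and Sox9 the condition under which a larger share of keratinocytes is excluded was tightened after its first outcomes had been seen, and it then also required a ratio above 0 without centring. For Msx2 the test was replaced later by the ratio with all classes weighted as in WT_LW, with an interval from 10000 Poisson draws of the counts.

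The methods were tested on simulated data. Counts were drawn from a Poisson distribution around the pooled profile of both libraries, with 200 genes changed by a known ratio. In γδT-like cells the direction was right for 100% of these genes, and the interval held the true log2 ratio for 93.5%. The median absolute error was 0.107. In keratinocytes these values were 100%, 94.5% and 0.0886. Of 100 unchanged lists drawn likewise, 6% in γδT-like cells and 5% in keratinocytes lay above the 95th percentile. The draws share the Poisson assumption of the intervals. They therefore check the code and do not test how counts vary between real cells or mice. When TLR9agonist_LW was split at random, the intervals of 9 of 10 shares held 0, the largest log2 ratio was 0.51, and the log2 ratio of the γδT-like share of T cells was −0.07. PIM-like and pDC-like cells were not named in that split.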

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

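The tests of free RNA for S100a8 and Sprr2d in fibroblasts and for Sprr2d in macrophages and dendritic cells were chosen only after the results were seen. Each group is 1 library, so a difference in the preparation of the 2 libraries or between the pooled mice stays open beside the treatment for every pattern in this part. The genes, the list and the cell type below were singled out because the paper's text reports no values for them from these 2 libraries.

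In γδT-like cells the largest ratios among 4718 genes were those of Sprr2d (log2 ratio 5.41, 10 UMIs in WT_LW and 1380 in TLR9agonist_LW), Cxcl3 (5.32, 39 and 5088 UMIs) and S100a9 (5.04, 60 and 6435 UMIs). RNA released from other cells was weighed with endothelial cells of the same library. They held Cxcl3 at 2.76% of the level of γδT-like cells, far below the level that free RNA alone would need. For Sprr2d the endothelial level was 44.4% of that of γδT-like cells and for S100a9 44.5%, and their own levels rose from 2.40 to 87.9 CPM and from 20.8 to 411 CPM. Endothelial cells of TLR9agonist_LW were also deeper, with a median of 9270 UMIs against 4344.5 in γδT-like cells. Equal free RNA per droplet would therefore give them a lower CPM. In counts, 373 endothelial cells held 1668 UMIs of S100a9 and 357 of Sprr2d, and 1558 γδT-like cells held 6435 and 1380. These counts go with free RNA for both genes, and expression by γδT-like cells was not shown. For Cxcl3 a response of γδT-like cells to the treatment may be a candidate explanation, and it was not tested apart from the library.

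Il17f rose in γδT-like cells from 180 to 2190 CPM, a log2 ratio of 3.61. Its neighbour Il17a rose with it, and endothelial cells held 17 and 23 UMIs of Il17f. The dissociation stress list lay at percentile 23.0 of the random lists in these cells, with 8 of its 17 genes above 0. It was not raised as a set, but its genes went both ways. Stress from tissue dissociation stays undecided for the rise of Il17a and Areg. Il17f itself was given no test. A sub-cluster led by Il17f, with 25 and 142 cells, was not counted as γδT-like.

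In keratinocytes the largest ratios among 8054 genes were those of Sprr2f (log2 ratio 6.19, 102 and 25516 UMIs), Prr9 (5.21, 45 and 5685 UMIs) and Lce3d (4.56, 10 and 804 UMIs). With the 8 sub-clusters weighted as in WT_LW, the log2 ratio of Sprr2f was 5.76, so different shares of the sub-clusters are not its whole cause. Prr9 and Lce3d were not tested in this way. Keratinocytes had a median of 11412 UMIs in WT_LW and 23327 in TLR9agonist_LW, a difference in depth that CPM allows for. A change of state within the sub-clusters may be a candidate explanation for Sprr2f, with the value of 5.76 as its only test.

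In fibroblasts the largest ratios among 9647 genes were those of Sprr2d (log2 ratio 5.13, 30 and 2268 UMIs), S100a8 (4.65, 184 and 9963 UMIs) and S100a9 (4.63, 198 and 10544 UMIs). Endothelial cells of TLR9agonist_LW held S100a8 at 120% of the level of fibroblasts and Sprr2d at 113%. These values are consistent with free RNA in the droplets. S100a9, at 411 CPM in endothelial cells and 360 CPM in fibroblasts, was given no test of its own.

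Among 8206 genes of macrophages and dendritic cells the largest ratios were those of Sprr2i (log2 ratio 5.23, 10 and 265 UMIs), Sprr2h (5.13, 11 and 271 UMIs) and Sprr2d (4.81, 66 and 1301 UMIs). Endothelial cells held Sprr2d at 89.5% of the level of this class, which is consistent with free RNA. Sprr2i and Sprr2h were not tested.

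The type I interferon list, with 15 genes, had a median log2 ratio of 0.47 in macrophages and dendritic cells, where 10 of the 15 genes were above 0, and of 0.89 in fibroblasts, where 14 were above 0. Both medians lay at percentile 100 of the random lists. Irf7 is also on the TLR and NF-kB list, and Isg15 is also on the cytosolic DNA sensing list. With the sub-clusters weighted as in WT_LW, the median was 0.30 in macrophages and dendritic cells and 1.06 in fibroblasts, against medians of all genes of −0.30 and −0.27. These values argue against different shares of the sub-clusters as the whole cause. A lasting response to the TLR9 agonist and a difference between the 2 preparations cannot be told apart, because the percentile of 100 is the pattern itself and each group is 1 library. The list was not raised in γδT-like cells (8 genes counted, median −0.81, percentile 5.51) or in keratinocytes (10 genes counted, −0.65, percentile 36.4). In fibroblasts the dissociation stress list was also raised (0.80, percentile 100), so a difference in handling stays open there.

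Mast-like cells, which the paper does not report on, were 1.85% of the cells of WT_LW (192 cells) and 3.80% of those of TLR9agonist_LW (449 cells), a log2 ratio of 1.04 (0.80 to 1.28). With doublets kept the log2 ratio was 1.09 (0.85 to 1.32), which argues against the removal of predicted doublets as its cause. A difference in the yield of mast cells between the preparations was not tested.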

How the results depend on the processing

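No paired analysis was possible because each group gave 1 library. The settings chosen after the data were seen were the marker log2 fold of at least 1, the naming markers left out of the variable genes, the set-aside cells kept, the sub-cluster led by Il17f counted as γδT-like, the cycling T cells assigned, and the sub-cluster led by Cd74 left out of the fibroblasts. The naming rule itself was revised after clusters and their counts per library had been seen, with the shares of the study in view. Values are log2 ratios of TLR9agonist_LW to WT_LW, and a value counts as moved when it left the counting interval of the reported one.

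Of 252 values for 27 results, 190 stayed within that interval, 59 moved and 3 changed direction. Of the 59, 51 kept their sign, and 8 changed it where the reported interval held 0. The γδT-like share of T cells ran from 0.54 to 1.53 and that of all cells from 0.52 to 1.48, Il17a in γδT-like cells from 2.64 to 3.11, Areg in γδT-like cells from 1.89 to 2.88, and Ccl2 over all cells from 1.91 to 2.33. The share of macrophages and dendritic cells ran from −0.63 to −0.48, Msx2 from 0.38 to 1.06 and the cycling share of γδT-like cells from −1.35 to −0.17. Where no value or construction is named below, the cause was not tested.

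Without Harmony correction, Ccr2 in γδT-like cells changed direction, to −0.0706. The γδT-like share was 0.54 of T cells and 0.52 of all cells, Il17a 2.64 and Areg 1.89 in γδT-like cells, the PIM-like share 1.79, the papillary fibroblast-like share 0.13, the reticular fibroblast-like share −0.44 and the late pseudotime share −1.66. With doublets kept, the papillary fibroblast-like share changed direction, to −0.60. The T cell share was 0.0498, the keratinocyte share 0.79, the γδT-like share of T cells 1.32, the AIM-like share 0.42, the reticular fibroblast-like share −0.13 and the late pseudotime share −0.53. Krt17 was at 1.37, Sox9 at 0.76, Lgr5 at 2.63 and Ccl2 at 1.91 over all cells, Areg in keratinocytes at 0.99 and the hair follicle development list in keratinocytes at −0.21.

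Median-centred scaling adds the same value, 0.40 over all cells, to every log2 ratio of a class. By that construction it brought the Wnt pathway list over all cells from −0.29 to 0.10, so this change of direction is no separate evidence. It gave 2.05 for Areg in keratinocytes, 2.88 for Areg and 3.11 for Il17a in γδT-like cells, 0.39 for Ccr2, 2.33 for Ccl2, 2.26 for Krt17, 1.33 for Sox9 and 2.86 for Lgr5. For the lists it gave 0.22 for TGF-beta in fibroblasts, −0.0592 for hair follicle development in keratinocytes and −0.0375 for phagocytosis in macrophages and dendritic cells. Equal weight per cell gave 2.24 for Areg in keratinocytes, 2.09 for Ccl2 and 1.33 for Krt17.

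With Leiden resolution 2 the keratinocyte share was 0.35, the papillary fibroblast-like share 0.88, the reticular fibroblast-like share −0.62, the cycling share of γδT-like cells −0.17, the late pseudotime share 0.48 and the hair follicle development list −0.0499. With all variable genes the keratinocyte share was 0.79 and the papillary fibroblast-like share 0.88. With the stricter cell filter the fibroblast share was 1.08, the keratinocyte share 1.22, the neutrophil share 1.28, Areg in keratinocytes 1.39 and the late pseudotime share 0.75. In the last 10% of pseudotime the late share was −0.52.

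With the naming markers left out of the variable genes, the γδT-like share was 1.31 of T cells and 1.29 of all cells, Il17a 3.03 and Areg 2.82 in γδT-like cells, the keratinocyte share 0.49 and the reticular fibroblast-like share −0.44. Areg in keratinocytes was 1.03, the hair follicle development list −0.15 and the late pseudotime share −1.92. With the set-aside cells kept, the keratinocyte share was 0.61 and the late pseudotime share −0.74. The late pseudotime share thus took both signs and carries no direction.

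A marker log2 fold of at least 1 left 26 results within their intervals and gave no value for the papillary fibroblast-like share, because no sub-cluster was then named. List genes with at least 10 UMIs left all 4 lists within theirs, and leaving out the sub-cluster led by Cd74 did so for all 4 fibroblast results. The cycling share was −0.20 at a threshold of 0.05 and −0.95 with the cycling T cells assigned, and the γδT-like share of T cells was 1.53 with the sub-cluster led by Il17f added. The gate on T cell receptor genes was not run. pDC-like cells had 0 cells in both libraries and so no ratio.

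The depth limits several results. Fgf9 had 1 and 2 UMIs in γδT-like cells, and Msx2 had 16 and 79 UMIs in keratinocytes. The counting intervals describe these 2 libraries and hold nothing on the variation between mice.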

Differences from the paper's values

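The fibroblast share without the sub-cluster led by Cd74, and the late pseudotime shares without the naming markers and with the set-aside cells, were chosen only after the results were seen. The shares rest on rebuilt cell names, whose naming rule was revised with the shares of the study in view, so a close share is weak evidence. Only the larger gaps are set out below, and smaller ones remain. T cells were 31.2% of WT_LW and 30.6% of TLR9agonist_LW, against about 44% and about 37% in the paper's figure, read by eye. In WT_LW, macrophages and dendritic cells were 17.2% against about 25%, and keratinocytes 4.86% against about 3.4%.

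Fibroblasts were 8.20% of the cells of WT_LW, against the paper's about 5% in Fig. 3B, read by eye. None of the alternatives set before the data were examined closed the gap: the share was 9.87% with the stricter cell filter, 8.11% with doublets kept, 8.57% without Harmony correction, 8.46% with Leiden resolution 2 and 8.04% with all variable genes. Without a sub-cluster led by Cd74, whose leading genes go against a fibroblast name, the share was 6.79%, closer to the paper's value but still above it.

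PIM-like cells were 11.0% of the macrophages and dendritic cells of TLR9agonist_LW, against the paper's about 23% in Fig. S4C, read by eye. With doublets kept (30.5%) and without Harmony correction (30.3%) the share was above the paper's value. With the stricter cell filter (11.8%), Leiden resolution 2 (12.0%) and all variable genes (7.28%) it stayed below. In WT_LW they were 13.0%, against the paper's about 30% in Fig. S4C, read by eye. Here doublets kept (36.4%) gave a share above the paper's value. The stricter cell filter (15.8%), no Harmony correction (8.77%), Leiden resolution 2 (16.5%) and all variable genes (8.71%) left it below.

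pDC-like cells were 0% of the macrophages and dendritic cells of TLR9agonist_LW (0 of 1367 cells), against the paper's about 15% in Fig. S4C, read by eye. In WT_LW they were 0% (0 of 1791 cells), against the paper's about 19% in Fig. S4C, read by eye. None of the alternatives set before the data were examined closed the gaps, and those that named pDC-like cells gave 1.71% and 1.62% with Leiden resolution 2 and 0.487% and 0.363% with doublets kept. The paper names these cells by Irf7 and Il3ra, which are not among the markers used here.

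The paper states that PIM rose and AIM fell with the TLR9 agonist. Here the log2 ratio was −0.24 (−0.52 to 0.04) for PIM-like and 0.25 (0.11 to 0.39) for AIM-like cells, and only the setting without Harmony correction gave a rise of PIM-like cells, 1.79. Read by eye, Fig. S4C shows about 30% and about 23% for PIM in WT_LW and TLR9agonist_LW, and about 23% and about 25% for AIM.

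The paper reports genes of hair follicle morphogenesis as raised in keratinocytes of TLR9agonist_LW. The hair follicle development list had a median log2 ratio of −0.51 in keratinocytes, −0.06 relative to the median gene, and its highest value under any setting was −0.05, with Leiden resolution 2. The paper reports TGF-β receptor signaling as enriched in fibroblasts of WT_LW. The TGF-beta response list had a median of −0.05 (−0.11 to 0.08) in fibroblasts, beside a median gene of −0.27. For the WNT pathway, which the paper places in WT_LW, the list was at −0.29 over all cells, beside a median gene of −0.40.

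The paper identifies dermal condensate cells among the fibroblasts, and none of the sub-clusters here was named for them. The paper states that CCR2 rose in γδT cells, and Ccr2 had a log2 ratio of 0.21, which was −0.07 without Harmony correction.

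The paper reports a concentration of cells of TLR9agonist_LW late in pseudotime. It ordered only the main clusters of its hair follicle trajectory. The order here covers all keratinocytes that do not cycle and runs from basal to differentiated interfollicular epidermis-like cells, so the cells differ and the values below are not a like-for-like comparison. Here the late share had a log2 ratio of 0.14 (−0.14 to 0.41). The stricter cell filter (0.75) and Leiden resolution 2 (0.48) gave a rise, and all variable genes left it at 0.13. It fell without Harmony correction (−1.66), with the naming markers left out (−1.92), with the set-aside cells kept (−0.74), with doublets kept (−0.53) and in the last 10% (−0.52). The paper reports that Bhlhe40, Zfp750, Grhl1 and Cebpa rose with pseudotime. Cebpa and Grhl1 rose from the first to the last 25% of the cells in both libraries, Zfp750 was highest in the second 25% in both (120 and 175 CPM), and Bhlhe40 fell in both, to 99.2 and 181 CPM. Areg and the EGF score, which the paper describes as rising, ended higher than they began in TLR9agonist_LW and lower in WT_LW, where Areg went from 227 to 69.0 CPM.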

Other observations

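The tests of Lgr5 in fibroblasts, of fewer other T cells, of more dividing γδT cells, of mast cells as the pDC cluster of the study, of the weighted classes for Msx2 and of free RNA for Areg in keratinocytes were chosen only after the results were seen. For Krt17 and Sox9 the condition of the test was tightened after its first outcomes had been seen, and as first written both genes, and Msx2, would have counted against a larger share of keratinocytes as the whole cause.

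A larger share of keratinocytes might by itself raise hair follicle genes over all cells. Within keratinocytes Krt17 stood 1.00 (0.97 to 1.03) above the median gene of the class, and at 0.81 over all cells with the classes weighted as in WT_LW, which argues against the share of keratinocytes as its whole cause. Sox9 stood 0.23 (0.13 to 0.33) above the median gene but at −0.22 without centring, and at 0.07 (−0.00 to 0.15) with the classes weighted as in WT_LW. With keratinocytes alone weighted as in WT_LW, Sox9 stood at 0.40 (0.33 to 0.48). For Sox9 a change in keratinocytes and a larger share of them cannot be told apart. The answer depends on the scaling and on which classes are weighted. Msx2 stood at 0.68 (0.28 to 1.10) with all classes weighted as in WT_LW, against 0.67 without, which argues against the share of keratinocytes as its whole cause. With the weight of keratinocytes alone set as in WT_LW it was 0.39 (0.00 to 0.81). Whether Msx2 rose within keratinocytes stays open (0.53, −0.26 to 1.41, or 0.98 above their median gene), and in pericytes it was at 0.64 (0.11 to 1.18). Of the Lgr5 UMIs of TLR9agonist_LW, 90.8% lay in fibroblasts, which is consistent with a source outside the hair follicle epithelium.

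Ccl2 rose by a log2 ratio of 2.14 with the classes weighted as in WT_LW, against 1.93 over all cells. A change in cell type composition is therefore not its cause as a whole. The dissociation stress list was raised in fibroblasts (median log2 ratio 0.80, percentile 100), so stress from tissue dissociation stays open for Ccl2 there. Free RNA was weighed for Il17a and Areg in γδT-like cells, where the endothelial level was at most 0.401% of theirs, and for Areg in keratinocytes, where it was 6.14%. Both values lie far below what free RNA alone would need. The dissociation stress list was not raised as a set in γδT-like cells (median log2 ratio −0.08, percentile 23.0). Its genes went both ways, with 8 of 17 above 0. Tissue dissociation as a cause of the rise of Il17a and Areg therefore stays undecided. Il17a and Areg also rose in the T cells outside the γδT-like sub-clusters, by log2 ratios of 3.34 and 2.98.

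The larger γδT-like share of T cells was not due to fewer other T cells alone, since the share of all cells rose by a log2 ratio of 1.45. The cycling share of γδT-like cells had a log2 ratio of −0.83 (−1.49 to −0.18), and −0.95 with the cycling T cells assigned. Across the alternatives it ran from −1.35 to −0.17. These values argue against a larger dividing share at the time of sampling, though the mean G2M score rose from −0.0349 to −0.0206. Division before that time was not measured, so earlier local expansion stays open. Entry from outside the wound was not tested.

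The sex of the pooled mice was compared through Xist, with 7 and 2 UMIs, and the Y genes. Ddx3y had a log2 ratio of −0.67, Kdm5d of −0.68, Eif2s3y of −0.15 and Uty of −0.10, beside a median gene of −0.40, which argues against a difference in sex as the cause of the differences between the libraries.

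Mast cells grouped with dendritic cells were weighed as the pDC cluster of the study, because Il3ra stood at 40.8 and 43.2 CPM in mast-like cells, above 17.6 and 16.8 CPM in macrophages and dendritic cells, though endothelial cells held 48.4 and 42.3 CPM. Mast-like cells rose from 9.68% to 24.7% of macrophages, dendritic and mast cells, a log2 ratio of 1.35, which goes against the smaller share in TLR9agonist_LW in Fig. S4C.

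Jchain had the lowest ratio in γδT-like cells, with a log2 ratio of −8.86. The 5 cells with most UMIs held 99.6% of the 4284 Jchain UMIs of WT_LW, and 24 of 502 cells had any. Without the 5 top cells the level in WT_LW was 8.88 CPM. This is consistent with a few cells with very high counts as the source of the ratio. Next came Fosb (−3.39, 1764 to 169 CPM) and Adgre5 (−3.02, 174 and 70 UMIs).

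In keratinocytes the lowest ratios were those of Lor (−7.41, 3422 and 69 UMIs), Cers4 (−7.14, 2059 and 50 UMIs) and Wfdc21 (−7.05, 426 and 11 UMIs), and with the sub-clusters weighted as in WT_LW Lor stood at −7.50. In fibroblasts they were those of Gm26870 (−3.94), Barx2 (−3.85) and Cspg4 (−3.67), and in macrophages and dendritic cells Arg1 (−3.99, 65.7 to 4.15 CPM), Mmp9 (−3.02) and Cd209e (−2.99). Arg1 is a naming marker of PIM-like cells and Lor of differentiated interfollicular epidermis-like cells.

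Tlr9 had 30 UMIs in each library, 28 of them in macrophages and dendritic cells in both. The list of 9 Toll-like receptors had a median log2 ratio of 0.16 in macrophages and dendritic cells, at percentile 98.8, and of −0.41 over all cells, at percentile 59.0. Ccl20, a ligand of CCR6, rose over all cells from 6.38 to 51.7 CPM. In keratinocytes Ctnnb1 had a log2 ratio of −0.86, Twist1 of −0.52 and Twist2 of 0.41 (−0.33 to 1.24), and Wnt10b had 6 and 8 UMIs. The Wnt pathway list stood at −0.74 in keratinocytes, at percentile 4.99 and −0.29 relative to the median gene. In γδT-like cells the protein secretion list had a median of 0.41, with 29 of 34 genes above 0. No biological explanation was tested for these values.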
